# HSA21 Single-Minded 2 (Sim2) Binding Sites Co-Localize with Super-Enhancers and Pioneer Transcription Factors in Pluripotent Mouse ES Cells

**DOI:** 10.1371/journal.pone.0126475

**Published:** 2015-05-08

**Authors:** Audrey Letourneau, Gilda Cobellis, Alexandre Fort, Federico Santoni, Marco Garieri, Emilie Falconnet, Pascale Ribaux, Anne Vannier, Michel Guipponi, Piero Carninci, Christelle Borel, Stylianos E. Antonarakis

## Abstract

The HSA21 encoded Single-minded 2 (SIM2) transcription factor has key neurological functions and is a good candidate to be involved in the cognitive impairment of Down syndrome. We aimed to explore the functional capacity of SIM2 by mapping its DNA binding sites in mouse embryonic stem cells. ChIP-sequencing revealed 1229 high-confidence SIM2-binding sites. Analysis of the SIM2 target genes confirmed the importance of SIM2 in developmental and neuronal processes and indicated that SIM2 may be a master transcription regulator. Indeed, SIM2 DNA binding sites share sequence specificity and overlapping domains of occupancy with master transcription factors such as SOX2, OCT4 (Pou5f1), NANOG or KLF4. The association between SIM2 and these pioneer factors is supported by co-immunoprecipitation of SIM2 with SOX2, OCT4, NANOG or KLF4. Furthermore, the binding of SIM2 marks a particular sub-category of enhancers known as super-enhancers. These regions are characterized by typical DNA modifications and Mediator co-occupancy (MED1 and MED12). Altogether, we provide evidence that SIM2 binds a specific set of enhancer elements thus explaining how SIM2 can regulate its gene network in neuronal features.

## Introduction

Down syndrome (DS) results from trisomy of human chromosome 21 (T21). It is the most frequent live-born aneuploidy, affecting 1 in 750 newborns. DS patients are characterized by a broad range of phenotypes including mental retardation, short stature, muscle hypotonia, congenital heart defects or Alzheimer disease neuropathology [1]. Among the HSA21 genes, transcription factors are important candidates to explain some DS features. Indeed, transcription factors are known to play a global role in the gene transcription regulation via their direct or indirect binding to promoter and enhancer elements. Consequently, their dysregulation (in trisomic cells for instance) is likely to impact the expression of the target genes leading to the perturbation of a variety of distinct molecular pathways. More than 20 transcription factors or transcription regulators map on HSA21 and may directly or indirectly contribute to the transcriptional regulation [2]. Among them, Single-minded 2 (SIM2) appears to be a relevant candidate to explain some DS features, in particular the cognitive impairment.

SIM2 is a member of the basic helix-loop-helix Per-Arnt-Sim (bHLH/PAS) family of transcription factors. The proteins of this family contain a basic DNA binding domain adjacent to a helix-loop-helix region and a PAS region, essential for the dimerization of the proteins and the proper formation of active transcription factor complexes [3]. They are known to be involved in multiple fundamental biological processes including neurogenesis, hypoxic response, circadian rhythms or toxin metabolism [3–5]. The first single-minded protein was identified in *Drosophila melanogaster* as a key regulator of the midline cell development in the central nervous system (CNS) [6–8]. Interestingly, the Drosophila Sim does not only contribute to gene activation in the midline cells [7] but also to indirect gene repression in the lateral CNS, through activation of repressive factors [9, 10]. To form active complexes, the Drosophila Sim protein dimerizes with another member of the bHLH-PAS family called Tango [11]. The SIM proteins identified in mammals show a high degree of similarities with their Drosophila homolog [12–16]. They contain comparable bHLH and PAS domains and dimerize with the Tango ortholog called ARNT (Ah receptor nuclear translocator). The presence of ARNT is essential for the formation of active complexes since SIM2 does not homodimerize [3]. The murine *Sim2* is expressed early during development in many tissues affected in DS such as developing forebrain, ribs, vertebrae, limb skeletal muscles or kidney [17]. Similarly, the human *SIM2* is expressed during the early fetal life in the central nervous system and in key brain structures involved in learning and memory processes [15, 18]. The expression pattern of *SIM2* and its known function in Drosophila suggest that it may be a good candidate to explain some of the DS cognitive features. Interestingly, the transgenic mice harboring three copies of *Sim2* exhibit some of the DS phenotypes namely a moderate impairment of learning and memory as well as a reduced exploratory behavior and sensitivity to pain [19–21]. *Sim2* -/- mutant mice die rapidly after birth due to breathing failure and display rib, vertebral and craniofacial abnormalities [22, 23].

In order to better understand how SIM2 can participate in some DS features, we have further explored its regulatory role in mammalian cells. An accurate list of SIM2 target genes in normal and trisomic cells is required for understanding its role in genetic regulation. We have mapped the SIM2 DNA binding sites using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) in a mouse embryonic stem cell (mES cell) line that stably overexpresses *Sim2* under the control of an inducible system. Using this model, we have identified 1229 regions occupied by SIM2 and showed that the associated target genes fulfill molecular functions related to the DS phenotypes. More importantly, we observed that a significant fraction of SIM2 binding sites overlaps with genomic regions occupied by master transcription factors involved in the genetic control of the pluripotent state, namely SOX2, OCT4, NANOG or KLF4. These regions are characterized by typical enhancer signatures and our data demonstrate that the binding of SIM2 could also predict a super-enhancer activity. Altogether, we provide new evidence of the SIM2 functional capacity.

## Materials and Methods

### Cell culture

The EBRTcH3 (EB3) parental mouse ES line and the clones overexpressing Sim2-Flag have been previously described in [24, 25].

mES cells were grown on 0.1% gelatin (Sigma #G1890) coated dishes in DMEM high glucose medium (Life technologies #41965) supplemented with 15% Fetal Bovine Serum (FBS HyClone, Thermo Scientific #SH30070), 2mM L-glutamine (Life technologies #25030), 1mM Sodium pyruvate (Life technologies #11360), 100units/ml penicillin/streptomycin (Bioconcept #4-01F00-H), 0.1mM 2-mercaptoethanol (Life technologies #31350), 1000units/ml Leukemia Inhibitory Factor (LIF, Millipore #ESG1107) and 1μg/ml tetracycline (Sigma #T7660). Cells were incubated at 37°C in a 5% CO_2_ atmosphere. Medium was changed every day and cells were passed every 1 or 2 days using 1X Trypsin-EDTA (Sigma #T4174).

### Induction of *Sim2* transgene expression

Culture medium was changed for tetracycline-free medium three hours before passing the cells in order to eliminate the residual tetracycline. Cells were passed using 1X Trypsin-EDTA (Sigma #T4174). Five million cells were plated in each new dish and cultured in the tetracycline-free medium for 26h starting from passage time.

### Fluorescence Activated Cell Sorting

Cells were grown in presence or absence of tetracycline for 26 hours and collected using Trypsin-EDTA. Pellets were washed with PBS and 300’000 cells from each line were collected in 300μl of PBS supplemented with 2% FBS for the measure of Venus fluorescence by FACS (FACSCalibur platform).

### RNA preparation

Total RNA was isolated 26h post induction, concurrently with the crosslinking experiment. RNA samples were prepared using TRIzol reagent (Life technologies #15596) as per the manufacturer’s instructions. Quality was assessed using the Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit, #5067) and quantity was measured on a Qubit instrument (Life technologies). RNA was extracted from each of the SIM2 clones (A6, B8 and C4) and from three independent cultures of the EB3 clone.

### Reverse-Transcription PCR

Reverse transcription was performed using 1μg of total RNA and the SuperScript II Reverse Transcriptase (Life technologies #18064). PCR was performed on 1μl of cDNA diluted 10 times using the following primers: TTCGAATGAAGTGCGTCTTG (forward) and ACATGTTGCTGTGGAGCTTG (reverse) for mSim2 and TGCCTCATCTGGTACTGCTG (forward) and GAACATGCTGCTCACTGGAA (reverse) for mArnt. The PCR program was the following: 94°C for 5min followed by 10 cycles of 94°C for 30s, 60°C (∆-1) for 30s, 72°C for 30s, followed by 25 cycles of 94°C for 30s, 50°C for 30s, 72°C for 30s and a final elongation step at 72°C for 7min.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling #9003) according to manufacturer’s instructions. Briefly, mES cells SIM2 (A6, B8 and C4) and mES cells EB3 were cultured in absence of tetracycline for 26h. After the induction, 50 million cells from each clone were crosslinked using 1% formaldehyde. Digestion of the chromatin was performed with 5μl of Micrococcal Nuclease for 20 minutes at 37°C, followed by sonication (3 sets of 10-second pulses at 10% amplitude on a Branson Digital Sonifier 450). Independent chromatin immunoprecipitations were performed on SIM2 (A6, B8 and C4) and EB3 chromatin preparations using the equivalent of 20μg of chromatin DNA per IP. Each chromatin preparation was incubated at 4°C overnight with 6μg of anti-FLAG M2 antibody (Sigma #F3165). The next day, samples were incubated with 30μl of Protein G Magnetic Beads for 2h at 4°C, beads were washed and chromatin was eluted from the antibody/Protein G beads complexes. A 2% input sample of each chromatin preparation was saved before the immunoprecipitation as a control. Both input and eluted chromatin samples were reverse crosslinked in presence of Proteinase K for 2 hours at 65°C and DNAs were purified on columns.

ChIP experiments against OCT4, SOX2, NANOG, MED1 and MED12 were performed in the same conditions (same cross-linked pellets) on SIM2 A6 cells and EB3 cells using 6μg of the following antibodies: anti-Nanog (D2A3) XP (Cell Signaling #8822), anti-Oct3/4 (N-19) (Santa Cruz #sc-8628), anti-Sox2 (Santa Cruz #sc-17320), anti-Med1 (CRSP1/TRAP220) (Bethyl #A300-793A) and anti-Med12 (Bethyl #A300-774A).

### ChIP-Sequencing

Preparation of the libraries for high-throughput sequencing was performed using the ChIP-Seq DNA sample Prep Kit (Illumina #IP-102-1001), following the manufacturer’s instructions with some modifications. Libraries were prepared starting from 1.08ng of DNA from SIM2 (A6, B8 and C4) anti-FLAG ChIP, SIM2 (A6, B8 and C4) input, EB3 anti-FLAG ChIP and EB3 input samples. 8ng of starting material were used from ChIP and input DNA from OCT4, SOX2, NANOG, MED1 and MED12 ChIP experiments (Sim2 A6 and EB3 cells). Enrichment of the DNA fragments by PCR was performed using reagents and adapters from the TruSeq RNA Sample Preparation kit (Illumina #RS-122-2001) according to the following program: 98°C for 30s followed by 18 cycles of 98°C for 10s, 60°C for 30s and 72°C for 30s, followed by a final elongation step at 72°C for 5min. PCR clean up was done on Agencourt AMPure XP beads (Beckman Coulter #A63880). Libraries were validated on an Agilent Technologies 2100 Bioanalyzer (DNA1000 chip). Libraries were sequenced on Illumina HiSeq 2000, in single-end sequencing 1x36bp or 1x50bp (4 samples per lane).

### mRNA-Sequencing

mRNA-Sequencing libraries were prepared from 500ng of total RNA using the TruSeq RNA Sample Preparation kit (Illumina #RS-122-2001) following Illumina’s instructions. Libraries were sequenced on one lane of the Illumina HiSeq 2000 in paired-end sequencing 2x100bp.

### Co-immunoprecipitation experiments

SIM2 A6 cells and EB3 cells were grown in tetracycline-free media for 26h and harvested using Trypsin-EDTA. Total protein extract was collected in lysis buffer (50mM Hepes pH 8, 200mM NaCl, 0.1mM EDTA pH 8, 0.5% NP-40, 10% glycerol and protease inhibitors) after 1h at 4°C and centrifugation for 30min at 4°C (13000rpm). 50μl of beads (Dynabeads protein G, Life Technologies #10003D) were prepared for the immunoprecipitation by coupling with 2μg of antibody for 30min at room temperature. Immunoprecipitation was performed overnight at 4°C using 500μg of protein extract and the beads coupled to the following antibodies: anti-Sox2 (Y-17) (Santa Cruz #sc-17320), anti-Oct3/4 (N-19) (Santa Cruz #sc-8628), anti-Klf4 (R&D systems #AF3158), anti-Nanog (N-term and C-term) (Bethyl #A310-110A). Beads were washed four times for 5min at 4°C in 50mM TrisHCl pH 8, 250mM NaCl, 1% Triton X-100. Elution was performed in 200mM TrisHCl pH 8, 6% SDS, 15% glycerol, 3% ß-mercaptoethanol for 10min at 95°C. 5μl of the immunoprecipitated extract were analyzed by western blot using an anti-Flag antibody coupled to HRP (Sigma #A8592, 1:1000 dilution). Each experiment was performed in duplicate.

### ChIP-Sequencing analysis

For each sequenced library, reads generated from the sequencing were mapped against the mouse genome (mm9) using the BWA (Burrows-Wheeler Aligner) [26] alignment program with the default parameters (allowing 2 mismatches). Mapped reads were submitted to the HOMER (Hypergeometric Optimization of Motif EnRichment) software (http://biowhat.ucsd.edu/homer/ngs/index.html) [27] for the identification of SIM2 DNA binding sites. HOMER was used with the default parameters after removing of the duplicated reads. For each SIM2 clone, peak finding was done first by comparing the SIM2 tags to the input tags (background removal) and second by deleting all the non-specific sites identified in the EB3 control experiment. The genome ontology and motif discovery analyses were performed using HOMER.

Each identified peak was assigned to the closest gene(s) by calculating the distance separating the center of the peak from the TSS. All peaks located in intergenic or intronic regions were assigned to both the closest upstream and downstream genes. Peaks located in exonic or promoter regions were assigned to the unique gene to which they belong.

For OCT4, SOX2, NANOG, MED1 and MED12, peak finding was performed in HOMER by comparing the ChIP tags to the input tags in SIM2 A6 cells and EB3 cells independently. Each peak was then assigned to the closest gene by calculating the distance separating the center of the peak from the TSS.

### mRNA-Sequencing analysis

mRNA-Seq reads were mapped against the mouse genome (mm9) using the default parameters of BWA. For each gene, a custom pipeline was used to calculate the exon coverage. This coverage was normalized in reads per kilobase per million (RPKM). Differential expression analysis between *Sim2* expressing cells (A6, B8, C4) and EB3 control cells (3 independent replicates) was performed using the default parameters of EdgeR [28]. A gene was considered differentially expressed if the false discovery rate (FDR) was below 5%.

### Gene Ontology and Gene Set Enrichment Analysis (GSEA)

Gene ontology analyses were performed using DAVID (Database for Annotation, Visualization and Integrated Discovery) [29, 30]. Gene Set Enrichment Analysis was performed using the GSEA software [31]. Genes were sorted according to their fold change between *Sim2* expressing cells and EB3 cells (mRNA-Seq data). The GSEA analysis consisted in testing if a particular gene set was randomly distributed in this ranked list or enriched at the beginning or the end of the distribution. A positive enrichment score (ES) reflects enrichment in the upregulated genes whereas a negative ES reflects enrichment in the downregulated genes. This enrichment was considered significant if the FDR corrected p-value was less than 0.05 (after 1000 or 10000 permutations).

### ChIA-PET analysis

ChIA-PET data were taken from Zhang *et al*. [32]. Circular representation of the inter-chromosomal and intra-chromosomal interactions was done using the RCircos package (https://bitbucket.org/henryhzhang/rcircos).

### Overlap between Sim2 binding sites and other features

Enrichment around Sim2 DNA binding sites was performed using the ChIP-Cor Analysis Module of the ChIP-Seq Web Server (http://ccg.vital-it.ch/chipseq/documents.php). The relative abundance of each tested feature is reported in a 40kb window around the SIM2 DNA binding sites by comparing the position of the SIM2 peaks with the position of the target features. SOX2, NANOG, OCT4, MED1 and MED12 peak positions were taken from our ChIP-seq data in *Sim2* expressing cells. Other transcription factor peak coordinates were taken from Chen *et al*. [33] (after lift over of the data to mm9). Control MED1 peak coordinates were taken from Kagey *et al*. [34]. Chromatin modification marks were taken from the mouse ENCODE data in the UCSC genome browser mm9 build (http://genome.ucsc.edu/): P300 and PolII data are from ES-Bruce4 cells (LICR), H3K4me1 and H3K27ac data are from ES-E14 cells (LICR), H3K4me3 data are from ES-E14 cells (SYDH) and DNAseI HS data are from ES-E14 cells [17].

Overlap between each feature and the SIM2 DNA binding sites was tested using the windowBed command of bedtools, by using a 100bp window interval. The significance of the association was tested using a Fisher’s exact test comparing the number of features overlapping with the SIM2 binding sites and the number of features overlapping with a random set of 1229 intervals. The F-score was calculated according to [35].

### Accession number

Sequencing data have been submitted to GEO under the accession number: GSE59379.

## Results

### Identification of SIM2 DNA binding sites

We used of a mES cell line that stably overexpresses a Flag-tagged version of the mouse *Sim2* gene [24]. This model is based on a ROSA-TET system allowing the inducible overexpression of the *Sim2*-FLAG transgene upon removal of tetracycline from the culture media. We analyzed three different mES clones harboring the *Sim2* construct (named A6, B8 and C4) as well as the EBRTcH3 (EB3) parental line as a negative control (Fig 1A). The *Venus* transgene, inserted downstream of the construct, was used in the four lines as an internal control to verify the inducible system. A FACS (Fluorescence Activated Cell Sorting) analysis revealed that 26 hours of induction were sufficient to promote the expression of *Venus* in the four lines (Fig 1B). We confirmed the presence of *Sim2* transcripts in the induced A6, B8 and C4 expressing clones as opposed to the EB3 parental line by Reverse-Transcription PCR (RT-PCR, Fig 1C). Finally, we showed that the *Arnt* partner, essential for the formation of active transcription factor complexes, was expressed in all the lines (Fig 1D).

**Fig 1:**
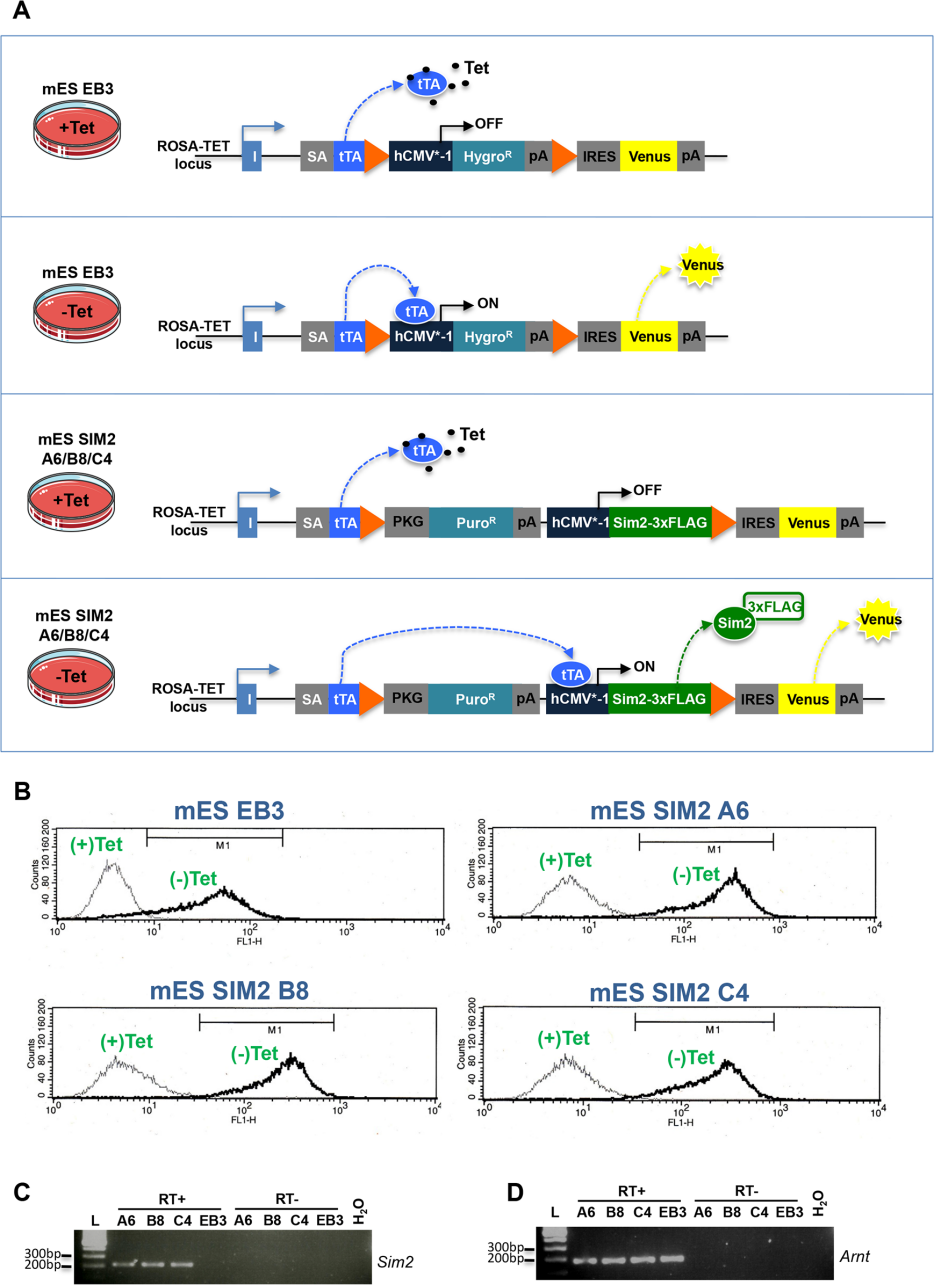
Cellular model. **a.** Schematic representation of the inducible ROSA-TET system. The mES SIM2 clones A6, B8 and C4 contain a Flag-tagged version of the mouse *Sim2* gene under the control of a modified human CMV promoter (hCMV*-1). In presence of tetracycline in the culture media (+Tet), the tetracycline-regulatable transactivator (tTA) is trapped and cannot bind the hCMV*-1 promoter. Upon removal of tetracycline (-Tet), the tTA binds the hCMV*-1 promoter inducing the expression of the *Sim2*-Flag-IRES-Venus construct. The mES EB3 parental line does not contain the *Sim2*-Flag transgene. The puromycin-resistant (Puro^R^) and hygromycin-resistant (Hygro^R^) cassettes are used for the clone selection process. SA: Splice Acceptor; pA: poly-adenylation site; IRES: Internal Ribosome Entry Site; orange triangles represent loxP sites. Modified from [25] **b.** Fluorescence-activated cell sorting (FACS) analysis of *Sim2* expressing and non-expressing clones. Cells were grown in the presence (+Tet) or absence (-Tet) of Tetracycline during 26 hours. The y-axis represents the number of cells and the x-axis the fluorescence intensity. **c and d.** Agarose gel electrophoresis results of reverse-transcription PCR assay (RT). Total RNA from +Tet cells was reverse transcribed and amplified using primers specific to *Sim2* (c) or *Arnt* (d) in presence (RT+) or absence (RT-) of reverse transcriptase. L: loading marker; H_2_O: PCR negative control.

We then performed ChIP-Sequencing in the A6, B8, C4 and EB3 lines after 26 hours of induction in tetracycline-free medium by using an anti-Flag antibody. 

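FLAG ChIP was done in 1 culture of each of the 3 Sim2-expressing clones, A6, B8 and C4, which serve as replicates 1, 2 and 3, and in 1 culture of the EB3 parental line, which carries no FLAG-tagged SIM2. All were induced for 26 h. The authors mapped the reads to mm9, removed duplicate reads and called peaks in each library separately against its input with HOMER. The deposited lists give for each peak its position, its tag count normalized to library size, a score, and its fold and p-value over the input. The number of mapped tags behind each list is not given in it, but the normalized tag counts rise in equal steps, and 1 step is the value of 1 tag. If the tag counts were scaled to 10 M (megatags), HOMER's default, the steps correspond to 23.3 M tags in A6, 14.7 M in B8, 13.6 M in C4 and 28.7 M in EB3. The paper gives 36 to 68 M reads per library, before mapping and removal of duplicates. In A6 and EB3 the normalized tag count was 0.970 and 0.996 times the score when both were expressed in tags (medians over peaks), and in B8 and C4 it was 0.502 and 0.500 times the score. The normalized tag counts of A6 were therefore not compared with those of B8 or C4 as sizes, and tag counts were compared between sites within a clone. Counts of sites and overlaps use only the positions of the peaks.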

ChIP and input DNAs were sequenced on the Illumina HiSeq 2000. 36 to 68 million reads were generated and mapped against the mouse genome (mm9) using the BWA aligner (Burrows-Wheeler Aligner) [26]. We then used HOMER [27] to analyze the reads and identify the SIM2 binding sites. We used the A6, B8 and C4 clones as biological replicates and identified 2387, 2137 and 631 peaks in each line, respectively (Fig 2A). 

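The peaks had a median fold over the input of 7.15 in A6, 5.53 in B8 and 5.43 in C4, and the lowest fold in each list was 4.09, 4.12 and 4.09. The EB3 control gave 81 peaks with a median fold of 5.28. Requiring at least 8 times the input left 860 peaks in A6, 293 in B8, 79 in C4 and 16 in EB3. No peak of any of the 4 libraries lay within 10 kb of the endogenous Sim2 gene on chromosome 16 (94086061 to 94347498, mm9).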

After exclusion of the non-specific peaks detected in the EB3 parental line, we selected the binding sites that were identified in at least 2 replicate experiments. 

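Peaks whose centres lay within 100 bp of each other were taken as 1 site, and a site with an EB3 peak centre within 100 bp was removed. The EB3 control removed 10 sites, of which 3 had been found in at least 2 clones, and 71 of its 81 peaks lay at no SIM2 site. A further 1161 sites were found in A6 alone, 946 in B8 alone and 229 in C4 alone. A6 and B8 alone shared 829 sites, A6 and C4 alone shared 41, and B8 and C4 alone shared 13. Of the sites found in at least 2 clones, 98.9% had a peak in A6, 96.7% in B8 and 32.5% in C4.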

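The deposited lists gave 1229 sites in at least 2 clones and 346 in all 3, and each of the 1229 lay within 100 bp of a site of the S1 Table. With centres within 50 bp there were 1052 and 283 sites, and with centres within 200 bp there were 1295 and 370. The threshold for calling peaks moved the number most, since peaks at least 8 times the input gave 261 sites in at least 2 clones and 69 in all 3. Across the 346 sites common to the 3 clones, the log2 normalized tag counts of A6 and B8 had a Pearson correlation of 0.59 (Spearman 0.60), those of A6 and C4 of 0.56 (Spearman 0.54), and those of B8 and C4 of 0.40 (Spearman 0.36). These correlations run across sites, which are not independent replicates.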

We described a total of 1229 SIM2 specific binding sites, including 346 sites common to the 3 *Sim2* expressing lines (S1 Table). 

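Site centres were placed on the protein-coding transcripts of GENCODE vM1, which is built on the same assembly as mm9. Of the 1229 sites, 700 (57.0%, 95% Wilson confidence interval 54.2 to 59.7%) were intergenic and 434 (35.3%, 32.7 to 38.0%) were intronic. A further 27 lay at a transcription termination site and 12 in an exon. Random intervals with the chromosome frequencies of the sites were intergenic in 56.7% and intronic in 38.2% of cases. With all genes of GENCODE vM1 in place of protein-coding genes, an alternative chosen after seeing the data, 52.2% of the sites were intergenic.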

The majority of these 1229 peaks were located in intergenic (57%) and intronic (37%) regions of the genome (Fig 2B). 

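A transcription start site of a protein-coding gene lay within 100 kb of 1024 of the 1229 sites (83.3%, 95% Wilson confidence interval 81.1 to 85.3%), against 65.7% of as many random intervals. The median distance from a site to the nearest transcription start site was 20837 bp, against 45839 bp for the random intervals and 29247 bp for NANOG peaks.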

We found that 80% of the SIM2 peaks were located in a 100kb window around a known transcription start site (TSS) (Fig 2C). A total of 32 SIM2 binding sites were found in promoter regions defined by a window of -1kb/+300bp around the TSS (Fig 2B).

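With the window of 1 kb upstream to 300 bp downstream of the transcription start sites of GENCODE vM1, 56 sites (4.56%, 95% Wilson confidence interval 3.53 to 5.87%) lay in promoters, against 22 random intervals (1.79%, 1.19 to 2.70%). Of the promoter sites listed in the S1 Table, 27 were also promoter sites with this annotation.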

**Fig 2:**
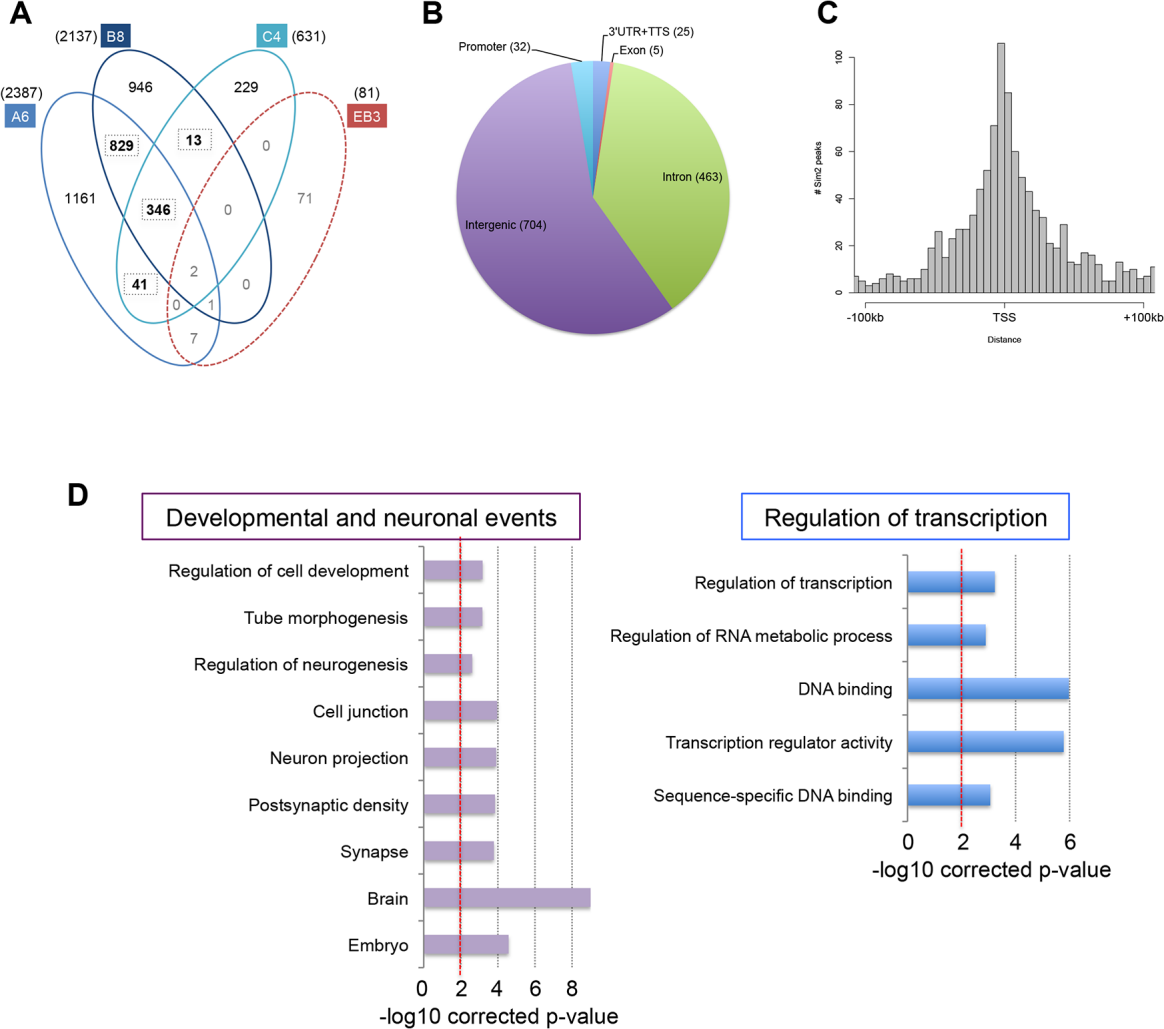
Identification and characterization of the SIM2 DNA binding sites by ChIP-seq. **a.** Venn diagram of the number of SIM2 binding sites identified by ChIP-seq in each SIM2 clones (A6, B8, C4) and EB3 line. The sum of the bold numbers is equal to the 1229 SIM2 DNA binding sites found in at least 2 SIM2 clones. **b.** The pie chart shows the genomic distribution of these 1229 sites. **c.** Distribution of the distances between the SIM2 DNA binding sites and the closest transcription start site (TSS). **d.** Selection of gene ontology terms significantly over-represented in the list of genes associated to a SIM2 DNA binding site.

### Characterization of the putative SIM2 target genes

In order to identify putative SIM2 target genes, we assigned each of the 1229 peaks to the closest gene(s) by calculating the distance separating the center of the peak from the TSS. Peaks located in intergenic or intronic regions were assigned to both the closest upstream and downstream TSSs whereas peaks located in exons or promoter regions were assigned to a unique gene. 

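Each intergenic or intronic site was assigned to the nearest transcription start sites on either side, and each promoter or exonic site to its own gene. With the protein-coding genes of GENCODE vM1, the 1229 sites were assigned to 1761 genes. The assignments printed in the S1 Table name 1992 genes.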

In total, 1992 different genes were associated to one or more SIM2 binding site(s). We used DAVID (Database for Annotation, Visualization and Integrated Discovery) [29, 30] to perform a gene ontology analysis and check if this list of genes was enriched for specific biological functions (Fig 2D and S2 Table). Interestingly, the analysis revealed a significant enrichment for genes involved in developmental processes and more specifically in neurogenesis, including regulation of cell development (Benjamini corrected p-value p = 6.69e-04), tube morphogenesis (p = 6.89e-04), regulation of neurogenesis (p = 0.002) or regulation of nervous system development (p = 0.002). The same analysis revealed the over-representation of genes expressed in brain and embryonic tissues (p = 9.36e-10 and p = 2.66e-05, respectively) as well as cellular components such as synapse (p = 1.65e-04) or neuron projection (p = 1.24e-04) (S2 Table). These results confirmed the role of SIM2 in developmental events, specifically in the nervous system. Additionally, we found that those SIM2-associated genes were also significantly involved in mechanisms of transcription regulation, as revealed by gene ontology terms such as regulation of transcription (p = 5.78e-04), DNA binding (p = 1.06e-06) or transcription factor activity (p = 5.81e-06). These results show that SIM2 can control the expression of other transcription factors in the genome, suggesting that it may be an important master regulator. Interestingly, the list of SIM2 targets was also enriched for genes involved in cancer pathways, as revealed by the KEGG pathway analysis (p = 1.46e-04) (S2 Table). This finding is consistent with the reported involvement of SIM2 in several cancers [36–40].

### Validation by mRNA-sequencing and ChIA-PET data analyses

In order to further validate the SIM2 target genes, we have investigated the changes of mRNA levels induced by the overexpression of *Sim2*. We used mRNA-sequencing to study the transcriptome of the A6, B8, C4 and EB3 lines. Total RNA was collected concurrently with the ChIP-Seq experiment and sequenced on the Illumina instrument. The reads generated were mapped against the mouse genome using BWA and normalized in RPKM (Reads per Kilobase per Million) in order to compare the expression level of each gene between *Sim2* expressing and non-expressing cells. We first verified the expression level of *Sim2* in both conditions and confirmed its overexpression in A6, B8 and C4 (196.04, 212.42 and 168.40 RPKM, respectively) as opposed to the EB3 cells which showed very low levels of endogeneous *Sim2* transcripts (0.13, 0.09 and 0.10 RPKM in each of the 3 replicates, respectively) (Fig 3A). We also confirmed that *Arnt*, the SIM2 co-factor, is expressed at similar levels in all cell lines, with an average RPKM level of 19.7 (Fig 3B). This shows that the overexpression of SIM2-FLAG does not influence the level of endogenous *Arnt*. The SIM2-FLAG activity is therefore limited by the endogenous levels of *Arnt*, restricting the formation of active complexes to physiological ranges.

**Fig 3:**
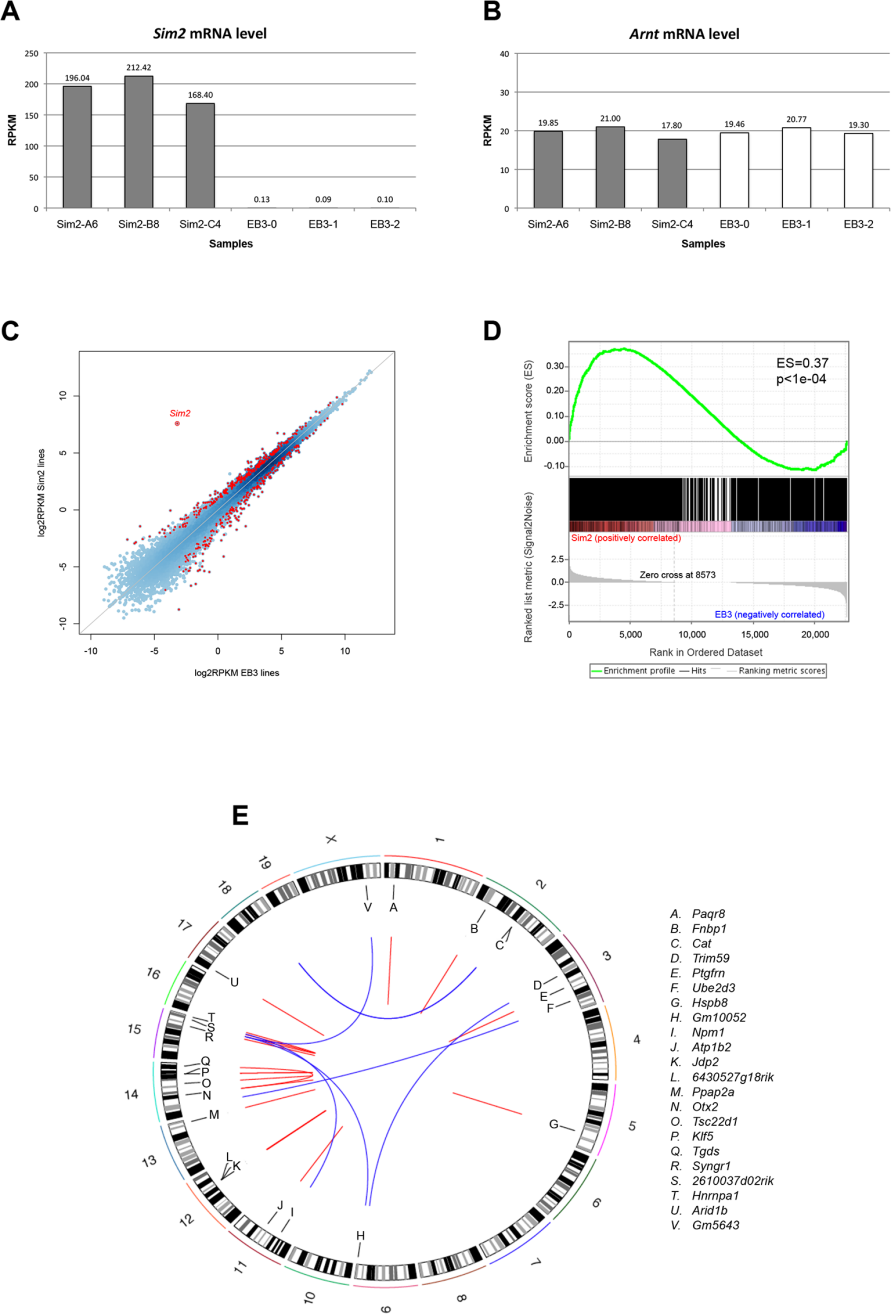
mRNA-sequencing and ChIA-PET analyses. *Sim2* (**a**) and *Arnt* (**b**) mRNA levels (RPKM) in A6, B8, C4 SIM2 clones and three EB3 replicates. **c.** Comparison of the gene expression level (mean log2 RPKM between the 3 replicates) between *Sim2* expressing cells (y-axis) and EB3 control cells (x-axis). Each blue dot represents a gene; differentially expressed genes (EdgeR FDR<0.05) are shown in red. The diagonal line represents the expected distribution of genes equally expressed between *Sim2* expressing and non-expressing cells. **d.** Enrichment of Sim2 targets among the genes upregulated in *Sim2* expressing clones as revealed by the GSEA analysis. Genes were sorted according to their expression fold change between *Sim2* expressing and non-expressing cells (x-axis, 0 showing the most upregulated gene). Black vertical bars show the position of the SIM2 targets in the ranked list. The enrichment score (ES in green) significantly deviates from zero at the beginning of the distribution showing that the SIM2 targets are not randomly distributed in the ranked list but enriched among the most upregulated genes. p: FDR corrected p-value **e.** ChIA-PET interactions occurring between SIM2 DNA binding sites and promoters of genes differentially expressed in *Sim2* expressing cells compared to EB3 cells (FDR<0.05). Blue lines show inter-chromosomal interactions and red lines intra-chromosomal interactions.

We then used EdgeR [28] to perform a differential expression analysis between *Sim2* expressing and non-expressing cells. This analysis revealed that 300 RefSeq genes were significantly upregulated and 230 genes significantly downregulated when *Sim2* is overexpressed in mES cells (FDR<0.05) (Fig 3C and S3 Table). However, the gene ontology analysis did not show enrichment for a specific type of biological functions (data not shown). A Gene Set Enrichment Analysis (GSEA) revealed that the SIM2 targets were significantly enriched among the most upregulated genes in *Sim2* overexpressing cells (Enrichment Score ES = 0.37, FDR<1e-04, Fig 3D), with 18.7% of the differentially expressed genes associated to a SIM2 DNA binding site. 

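The differentially expressed genes and their coordinates were taken from the S3 Table, and Sim2 itself was left out because its transcripts come from the transgene. A SIM2 site lay within 100 kb of the transcription start site of 84 of 299 upregulated genes (28.1%, 95% Wilson confidence interval 23.3 to 33.4%) and of 34 of 230 downregulated genes (14.8%, 10.8 to 19.9%), an odds ratio of 2.25 (Fisher's exact test, two-sided, p = 0.000317). The choice that moved it most was leaving out a clone, since sites shared by A6 and C4 gave an odds ratio of 5.97. By the assignment to neighbouring genes of GENCODE vM1, 91 differentially expressed genes had a site, 72 upregulated and 19 downregulated. With this assignment the far more numerous NANOG peaks had 191 upregulated and 112 downregulated genes, and random intervals had 28 and 15. Both backgrounds thus also held more upregulated genes. How much of the excess is particular to SIM2 sites was not tested. By the paper's own assignment in the S4 Table, the upregulated genes with the lowest FDR and a site in all 3 clones were Limch1, Lmo2 and Tsc22d1. The site of Limch1 lay on chromosome 5 from 67114688 to 67114788, at -22336 bp from its start, with a normalized tag count of 34.8 in A6. For Lmo2 the site lay on chromosome 2 from 103833161 to 103833261, with a normalized tag count of 18.9 in A6. Tsc22d1 had 4 sites on chromosome 14, of which the site at 76905771 to 76905871 was found in all 3 clones. The downregulated genes chosen by the same rule were Fgf15, Mitf and Gm13154, whose sites had normalized tag counts of 20.2, 16.7 and 9.0 in A6. With GENCODE vM1 the site given for Fgf15 lay in an exon of another gene, at -32152 bp from the start of Fgf15. The sites given for Mitf and Gm13154 lay at -140080 and -107708 bp from the starts of these genes. Both were thus outside the 100 kb window and nearer to the start of another gene.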

Interestingly, 99 genes previously associated to a SIM2 peak were found significantly dysregulated (24 down- and 75 up-regulated) in *Sim2* expressing cells (FDR<0.05) and can be considered as direct targets of SIM2 (S4 Table). A gene ontology analysis revealed that this list of 99 genes was not enriched for any particular biological functions (data not shown).

Importantly, SIM2 may also bind genomic regions that are not located in a direct proximity of a target gene. Indeed, the formation of chromatin loops within the nucleus is known to promote the interaction between promoters and regulatory regions located distantly to regulate the gene transcription. The ChIA-PET method (Chromatin Interaction Analysis by Paired-End Tag sequencing) has been developed to identify such long-range interactions [41, 42]. We used datasets of ChIA-PET chromatin interactions associated with RNA polymerase II available in mouse ES cells [32] to investigate the existing interactions between the SIM2 binding loci and distant gene promoters. Among the 1229 genomic regions bound by SIM2, 206 were found to physically interact with one or several gene promoter(s) occupied by a RNAPII transcriptionally active complex in mES cells (S5 Table). 

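All 206 sites of the S5 Table with an interaction were among the re-derived sites. A MED1 peak lay within 100 bp of 52 of them (25.2%, 95% Wilson confidence interval 19.8 to 31.6%), against 9.29% of the other SIM2 sites (odds ratio 3.30, Fisher's exact test, two-sided, p = 5.2e-09). For MED12 the number was 87 (42.2%, 35.7 to 49.1%), against 25.6% of the other sites (odds ratio 2.12, Fisher's exact test, p = 2.8e-06). NANOG peaks lay at 79.1% of the sites with an interaction and 82.6% of the others (Fisher's exact test, p = 0.234), and OCT4 peaks at 46.6% and 46.1% (p = 0.939). The sites are not independent replicates, and the tests describe these libraries.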

We observed 102 inter-chromosomal interactions, suggesting that SIM2 could act in *trans* to regulate the expression of distant targets. In contrast, 265 interactions occur between loci located on the same chromosome. Most of these intra-chromosomal interactions (63%) connected SIM2 binding loci and gene promoters distant from less than 100kb. Overall, the RNA polymerase II ChIA-PET datasets identified 310 unique transcribed gene promoters that physically interact with at least one SIM2 binding site. Interestingly, 22 of those genes were significantly dysregulated by the overexpression of *Sim2* (EdgeR FDR<0.05) (Table 1). 

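The 22 genes were linked to 22 SIM2 sites, all of them re-derived, of which 9 were found in all 3 clones and 13 in A6 and B8 only. A NANOG peak lay at 15 of these sites, an OCT4 peak at 9, a MED1 peak at 5 and a MED12 peak at 4. The site linked to Otx2 lay on chromosome 14 of mm9 from 49274818 to 49274918, 12451 bp downstream of the start of the longest Otx2 annotation. It was intergenic, had a normalized tag count of 10.7 in A6 and 4.8 in B8, and had no peak of the 4 other factors within 100 bp. The site linked to Arid1b lay on chromosome 17 from 4948530 to 4948630, at -45752 bp from the start of Arid1b, with a normalized tag count of 15.9 in A6 and 11.6 in B8 and a NANOG peak. The site linked to Syngr1 lay on chromosome 15 from 80049839 to 80049939, 128125 bp downstream of the start of Syngr1, with a normalized tag count of 12.0 in A6 and 6.1 in B8 and no peak of the other factors. None of the 3 sites was found in C4.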

We considered those as putative SIM2 targets since their expression level is associated with the binding of SIM2 in their promoter region (Fig 3E).

**Table 1:** List of Sim2 target genes identified using the ChIA-PET data.

Sim2 target			Associated Sim2 peak	Distance from peak (bp)
Gene name	logFC	FDR		
*2610037D02RIK*	-1.38	4.26E-02	Merged-chr15-96084454-1	29,585
*6430527G18RIK*	0.68	1.33E-02	Merged-chr12-88165302-1	60,462
*Arid1b*	0.65	7.12E-03	Merged-chr17-4948580-1	46,493
*Atp1b2*	0.90	2.51E-03	Merged-chr11-69395541-1	23,903
*Cat*	0.55	2.68E-02	Merged-chr18-65738596-1	Inter (chr2-chr18)
			Merged-chr18-65741928-1	Inter (chr2-chr18)
*Fnbp1*	0.70	1.70E-02	Merged-chr2-30916463-1	81,065
*Gm10052*	-0.64	7.38E-03	Merged-chr15-88698126-1	Inter (chr9-chr15)
*Gm5643*	-0.57	2.00E-02	Merged-chr15-88698126-1	Inter (chrX-chr15)
*Hnrnpa1*	-0.52	4.26E-02	Merged-chr15-88698126-1	14,372,818
*Hspb8*	0.76	2.59E-02	Merged-chr5-116858161-1	14,712
*Jdp2*	1.21	1.45E-02	Merged-chr12-86962262-1	21,897
			Merged-chr12-86961177-1	20,812
*Klf5*	0.81	2.23E-04	Merged-chr14-99739553-1	41,644
			Merged-chr14-99739095-1	41,186
*Npm1*	-0.48	4.07E-02	Merged-chr15-97424436-1	Inter (chr11-chr15)
*Otx2*	-1.90	5.44E-12	Merged-chr14-49274868-1	12,320
*Paqr8*	1.10	1.31E-02	Merged-chr1-20857728-1	22,969
*Ppap2a*	0.63	2.62E-02	Merged-chr13-113561150-1	29,951
*Ptgfrn*	0.62	1.67E-02	Merged-chr3-100967534-1	53,333
*Syngr1*	0.86	8.95E-04	Merged-chr15-80049889-1	128,116
*Tgds*	-0.82	3.31E-02	Merged-chr14-49274868-1	69,257,119
*Trim59*	-0.51	4.26E-02	Merged-chr9-110849737-1	Inter (chr3-chr9)
*Tsc22d1*	0.77	9.81E-05	Merged-chr14-76915540-1	100,773
*Ube2d3*	-0.78	9.81E-05	Merged-chr14-20569154-1	Inter (chr3-chr14)

### SIM2 co-localizes and interacts with master transcription factors

We then investigated whether SIM2 preferentially binds to specific DNA motifs. Using the HOMER algorithm, we identified five motifs significantly enriched in the SIM2 DNA binding sites (p-value<1E-50, Fig 4). 

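4 of the motifs of Fig 4 were written as patterns of bases read from the logos and searched on both strands in the 200 bp around each site centre, with exact matches only. As a background, windows of the same length 10 kb to either side of each site were searched. The octamer-like motif was found at 117 of the 1229 sites (9.52%, 95% Wilson confidence interval 8.00 to 11.3%) and in 0.854% of the background windows (odds ratio 12.2, Fisher's exact test, two-sided, p = 4.6e-37). The second motif, for which Fig 4 lists no match, was found at 20.9% of the sites and in 4.31% of the windows (odds ratio 5.87, Fisher's exact test, p = 1.5e-53). The NANOG-like motif was found at 3.74% of the sites and in 0.163% of the windows (odds ratio 23.9, Fisher's exact test, p = 3.2e-18), and the KLF4-like motif at 3.82% and in 1.06% (odds ratio 3.72, p = 5.1e-08). These patterns are stricter than the position weight matrices that HOMER scores, and a share of sites depends on that choice. HOMER had found the motifs in these same sites, so an excess over the background windows was set in advance. The odds ratios describe its size and are not independent support for the motifs.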

Similar motifs were found when we independently analyzed peaks located in promoters, gene bodies or intergenic regions (data not shown). 

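NANOG peaks without a SIM2 site gave a second background, chosen after seeing the data. The octamer-like motif was found in 7.58% of them, which gave an odds ratio of 1.28 for SIM2 sites (Fisher's exact test, two-sided, p = 0.0166). By Fisher's exact test, the odds ratio was 1.61 for the NANOG-like motif (p = 0.0051) and 1.87 for the KLF4-like motif (p = 0.000248). It was 2.81 for the second motif, which was found in 8.61% of these NANOG peaks (Fisher's exact test, p = 6.0e-36). The patterns come from the SIM2 sites, which favours those sites in this comparison as well.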

Interestingly, four of those enriched motifs were highly similar to motifs previously described in mouse ES cells for the binding of master transcription factors involved in the control of pluripotency: OCT4, SOX2, NANOG and KLF4 (Fig 4). Three of them (OCT4, SOX2 and NANOG commonly called OSN) are known to constitute the core of all mechanisms regulating the transcription program of ES cells and participating in the maintenance of their pluripotent state [43].

**Fig 4:**
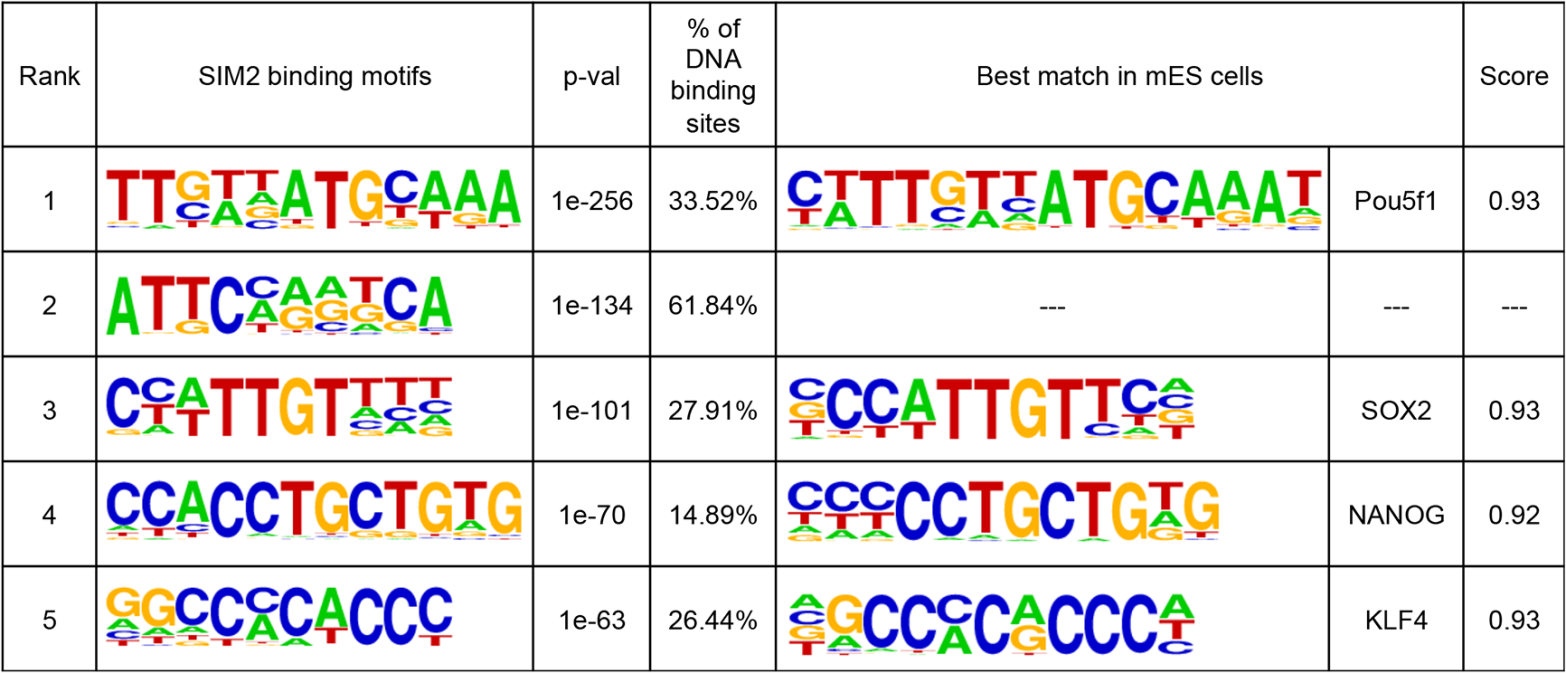
Motifs enriched in Sim2 DNA binding sites.

The binding motifs similarities as well as the key role of these master transcription factors led us to further investigate the possible overlap between the regions occupied by SIM2 and the binding sites of the OSN factors in the ES cells. To do so, we first generated additional ChIP-sequencing data for OCT4, SOX2 and NANOG in the *Sim2* overexpressing cells (A6 clone) and the EB3 parental line. 

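NANOG and OCT4 ChIP were done in 1 culture of clone A6, so these values have no replicates. The authors called the peaks against the A6 input with HOMER, in the same way as for SIM2. The equal steps of the normalized tag counts correspond to 12.9 M tags for NANOG and 31.5 M for OCT4, on the scale of 10 M tags. The peaks had a median fold over the input of 6.91 for NANOG and 5.23 for OCT4. All peaks of a list have the same width, 166 bp for NANOG and 186 bp for OCT4. The lists of the EB3 parental line were not used here.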

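The deposited lists of clone A6 held 14815 NANOG peaks and 2532 OCT4 peaks. At least 8 times the input was reached by 5712 NANOG peaks and 328 OCT4 peaks.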

The numbers of binding sites identified for each factor are summarized in S6 Table. We investigated the distribution of those binding sites in a 40kb window around the SIM2 peaks. 

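NANOG peak centres were 48.8 times as frequent per kb within 500 bp of a SIM2 site as at 10 to 20 kb from it. For OCT4 this ratio was 126. Among the sites with such a peak, the median distance between the centres was 36 bp for NANOG and 34 bp for OCT4.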

Interestingly, for the three factors, we found an increased frequency of binding sites at the localization of the SIM2 peaks, suggesting that SIM2 occupies preferentially the same genomic loci as these master transcription factors in the genome (Fig 5A). 

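From the frequency of the factors' peaks at SIM2 sites, the paper proposes that SIM2 prefers the loci they occupy. A NANOG peak lay within 100 bp of 1008 of the 1229 sites (82.0%, 95% Wilson confidence interval 79.8 to 84.1%) and an OCT4 peak within 100 bp of 568 (46.2%, 43.4 to 49.0%). Both factors were present at 555 sites, NANOG without OCT4 at 453, OCT4 without NANOG at 13, and neither at 208. Requiring factor peaks at least 8 times the input moved the shares most, to 67.0% for NANOG and 12.2% for OCT4. The NANOG share rose with the number of clones in which a site was found, from 79.3% (76.5 to 81.8%) of the 883 sites in exactly 2 clones to 89.0% (85.3 to 91.9%) of the 346 sites in all 3. None of the 81 EB3 FLAG peaks had a NANOG peak (0%, 0 to 4.53%). At sites with NANOG the median normalized tag count of SIM2 in A6 was 13.3, and at sites without NANOG it was 12.0, a difference of 0.15 on the log2 scale (permutation test, two-sided, p = 0.0040, and 0.0040 after adjustment by Benjamini-Hochberg over the 4 factors). This difference no longer passed the threshold with a window of 1000 bp (permutation test, adjusted p = 0.137). For OCT4 the medians were 14.2 and 12.4 (permutation test, p = 2.0e-05, adjusted p = 4.0e-05).

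**Figure D1:**
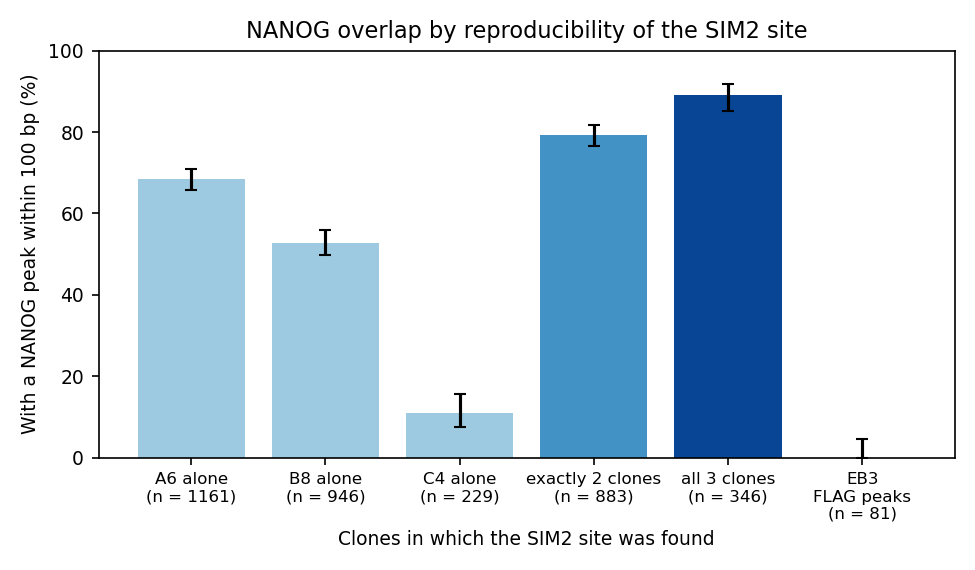
Share of SIM2 sites with a NANOG peak within 100 bp, by the clones in which the site was found, and of the EB3 FLAG peaks (bars, percent of sites; error bars, 95% Wilson confidence intervals). The share is 89.0% at sites found in all 3 clones and 0% at the EB3 FLAG peaks.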

In the *Sim2* expressing cells, 82% of SIM2 peaks overlap with a DNA binding site for NANOG, 46.2% with a binding site for OCT4 and 44.75% with a binding site for SOX2 (100bp window) (Fig 5A). 

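As many random 100 bp intervals, with the chromosome frequencies of the sites, overlapped a NANOG peak in 6 cases and an OCT4 peak in 1 case. Over 1000 such sets the means were 3.47 and 0.621 intervals. Fisher's exact test, two-sided, gave a log10 p of -456 for NANOG and p = 2.1e-206 for OCT4. Random intervals are mostly outside regulatory DNA, so NANOG peaks were used as another background. Of the 1008 NANOG peaks with a SIM2 site, 561 had an OCT4 peak (55.7%, 95% Wilson confidence interval 52.6 to 58.7%), against 13.3% (12.7 to 13.9%) of the 13807 NANOG peaks without one (odds ratio 8.19, Fisher's exact test, two-sided, p = 3.8e-199). SIM2 sites were more frequent at NANOG peaks with more tags, from 1.21% of the peaks in the lowest decile of NANOG tag count to 25.7% in the highest. Within deciles the odds ratio for OCT4 was 3.14 (Mantel-Haenszel chi-square test, p = 9.5e-46).

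**Figure D2:**
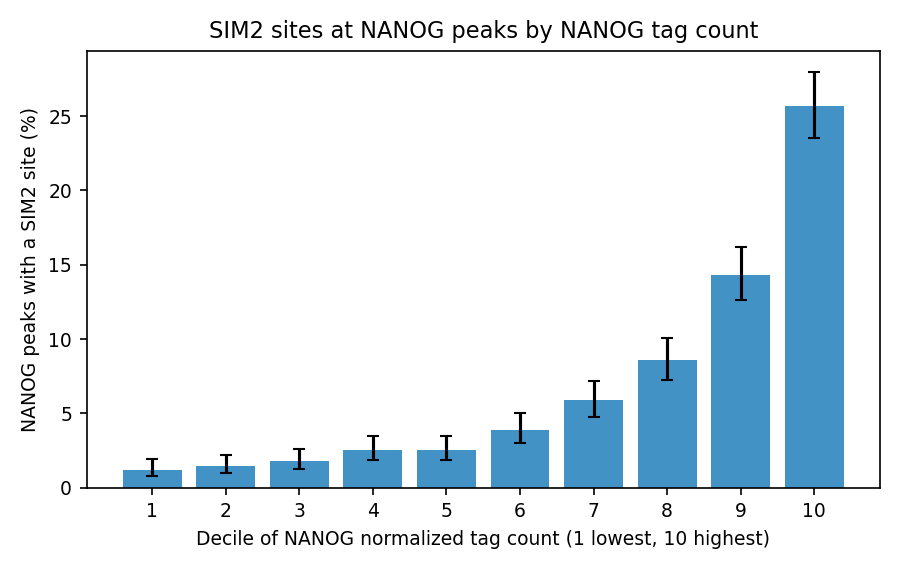
Percentage of NANOG peaks with a SIM2 site within 100 bp, by decile of NANOG normalized tag count in clone A6 (error bars, 95% Wilson confidence intervals). The share is 1.21% in the lowest decile and 25.7% in the highest.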

Comparison with a random set of peaks revealed that this overlap is significantly higher than expected by chance (p<2.2e-16). We validated those results by examining ChIP-Seq data previously published for OCT4, SOX2 and NANOG as well as other pluripotency factors including KLF4 and ESRRB [33]. This comparison revealed the same enrichment for the binding of these factors at the SIM2 peaks (S1 Fig). Altogether, these data suggest that SIM2 could co-occupy a number of loci with master transcription factors involved in the control of the pluripotent state. We performed protein co-immunoprecipitation experiments to test if SIM2 interacts with partners of the OSN protein complex. Importantly, detectable amounts of SIM2-FLAG were co-immunoprecipitated with antibodies against endogenous SOX2, OCT3/4, KLF4 and NANOG in a total cellular protein extract from *Sim2* expressing mES cells (Fig 5B and S2 Fig). These results support our hypothesis and suggest that SIM2 interacts independently with these four transcription factors. SIM2 might therefore be a partner of the OSN complex carrying a key regulatory role in ES cells.

**Fig 5:**
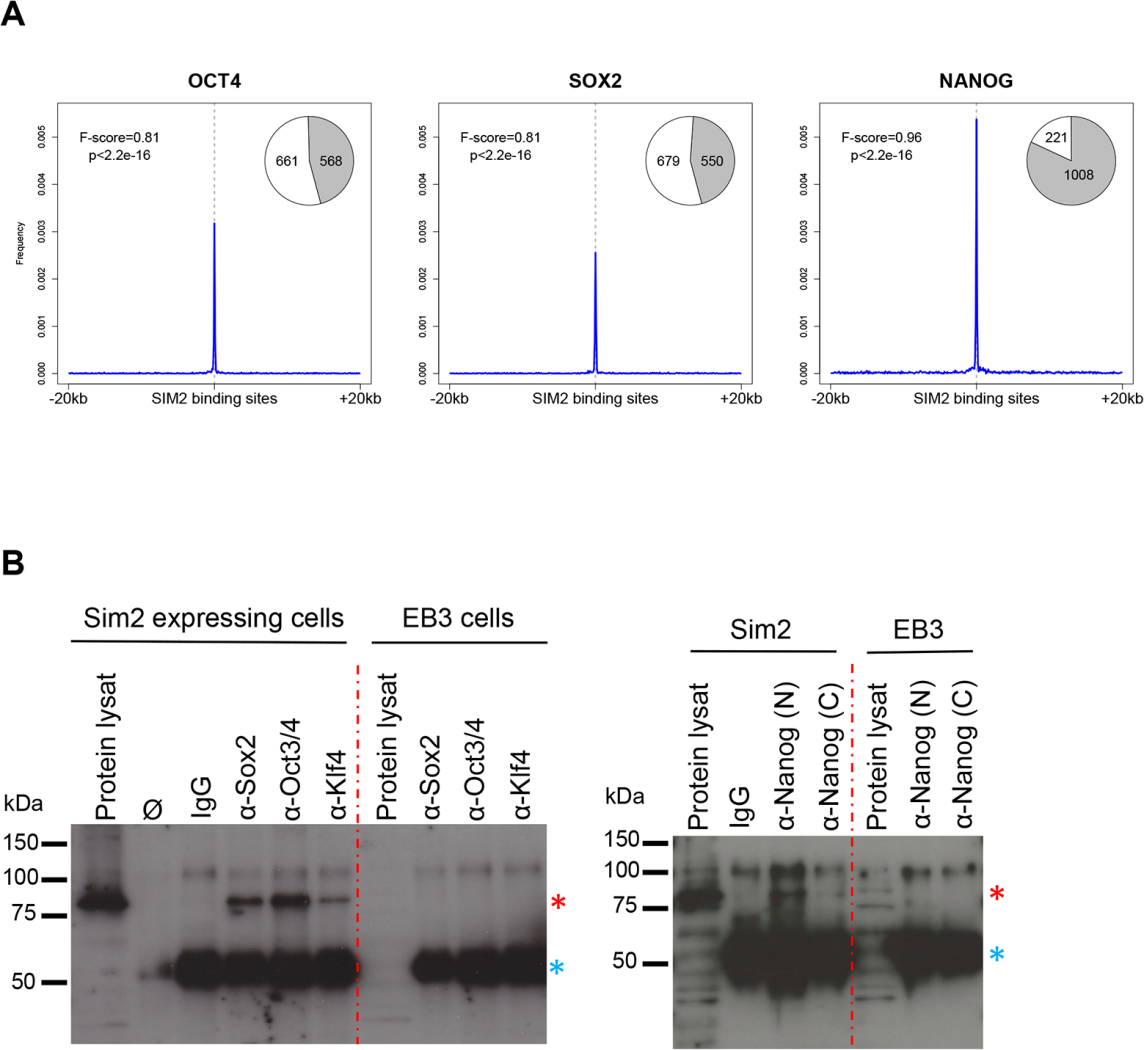
Overlapping SIM2 occupancy with master transcription factor binding sites. **a.** Frequency distribution of OCT4, SOX2 and NANOG DNA binding sites in a 40kb window centered to the newly identified SIM2 DNA binding sites. Plots show a significant enrichment for the OSN binding sites at the SIM2 peak localization in SIM2 A6 expressing cells. Pie charts show the proportion of SIM2 DNA binding sites overlapping with the OCT4, SOX2 or NANOG binding sites (in grey) (100bp window). p = Fisher’s exact test p-value; F score: measure of the significance of the association (1 = perfect match). **b.** Protein co-immunoprecipitation experiments of SIM2-FLAG with endogenous OCT4, SOX2, KLF4 (left panel) and NANOG (right panel). Cellular protein extracts from *Sim2* expressing cells (A6) or EB3 cells were immunoprecipitated by using antibodies directed against each of the pluripotency factors (N-terminal and C-terminal part of NANOG) or IgG as a negative control for co-immunoprecipitation. Associated proteins were immunoblotted using an anti-FLAG antibody. Red star shows the SIM2-FLAG protein, blue star the signal given by the recognition of the IgG heavy chains. Ø: Beads only; kDa: kilodaltons; protein lysat: protein lysat was loaded as an input control for the immunoblot.

### SIM2 marks enhancer and super-enhancer regions

A previous study has described the co-binding of the OSN master transcription factors in ES cells as predictive for enhancer activity [33]. In order to test if the binding of SIM2 could also predict such cis-regulatory activity, we analyzed the distribution of chromatin modification marks (available from the mouse ENCODE project) in the vicinity of the SIM2 binding sites. We first observed a significant increase of chromatin accessibility at the loci occupied by SIM2, as revealed by the enrichment for DNaseI hypersensitivity (HS) (Fig 6A). We then examined the distribution of P300, H3K4me1 (monomethylation of lysine 4 of histone 3) and H3K27ac (acetylation of lysine 27) to investigate the enhancer profile in the genomic regions bound by SIM2. We found that the SIM2 binding regions significantly overlap with these enhancer marks, suggesting that the presence of SIM2 may coincide with an enhancer activity, as previously described for the pluripotency factors (Fig 6D–6F). Consistently, SIM2 binding sites were found to significantly overlap with the typical enhancers described by Whyte *et al*. [44] (S1 Fig). In contrast, marks for promoter signals such as RNA polymerase II occupancy or H3K4me3 (trimethylation of lysine 4) were poorly enriched, suggesting that SIM2 cannot extensively predict a promoter activity (Fig 6B and 6C).

**Fig 6:**
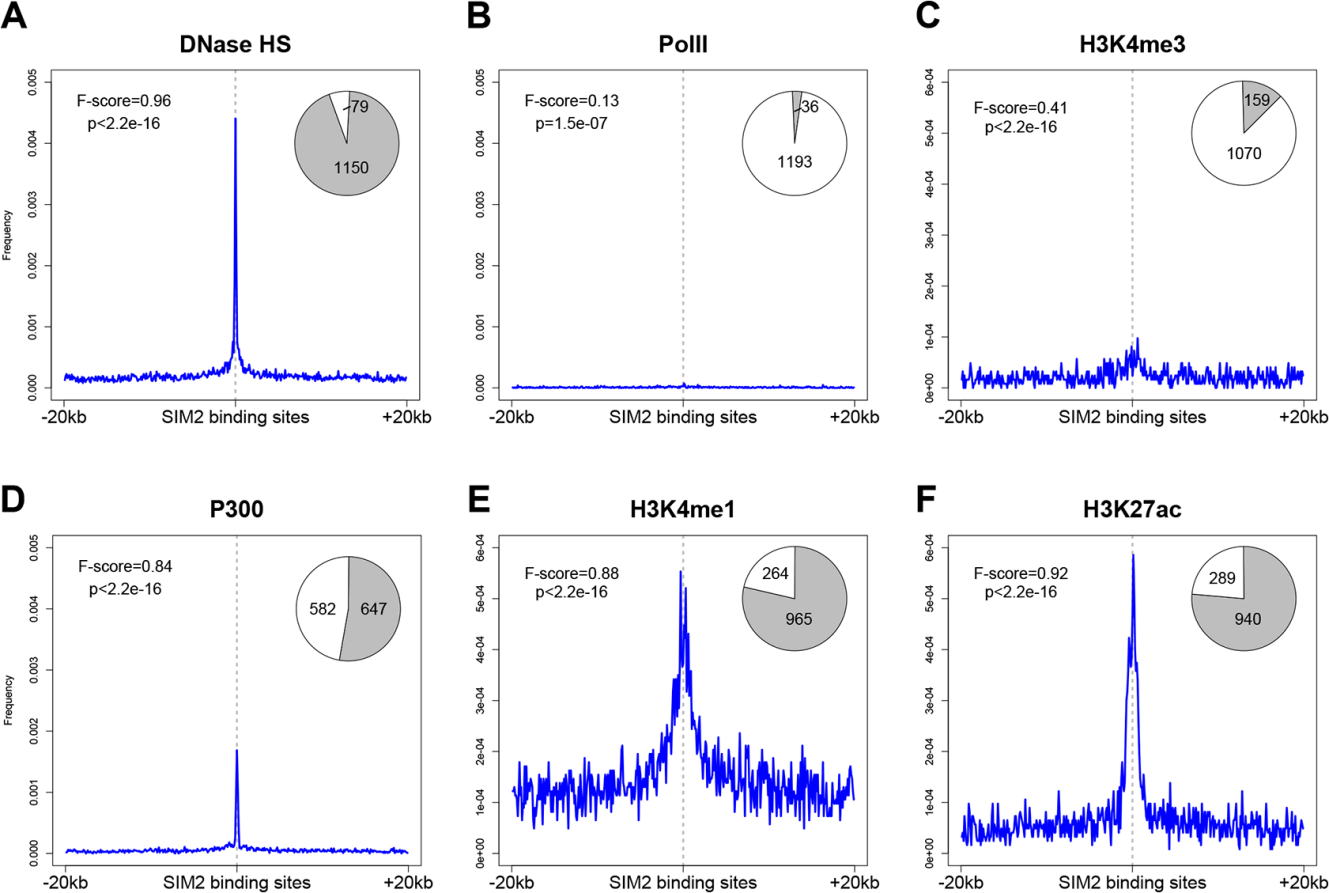
SIM2 DNA binding sites colocalize with known enhancer marks. Distribution of chromatin modification marks in a 40kb window centered to the SIM2 DNA binding sites: DNaseI hypersensitivity signal (**a**), RNA polymerase II (**b**), H3K4me3 (**c**), P300 (**d**), H3K4me1 (**e**) and H3K27ac (**f**). Pie charts show the proportion of SIM2 peaks overlapping each of these marks (in grey) (100bp window). p = Fisher’s exact test p-value; F score: measure of the significance of the association (1 = perfect match). Data were taken from the mouse ENCODE project in the UCSC genome browser mm9 build (http://genome.ucsc.edu/).

A recent study reported the existence of a sub-category of enhancers known as super-enhancers [44]. We found that a significant fraction of Sim2 binding sites overlap with those (S1 Fig) and thus further investigated this correlation. These super-enhancer regions are characterized by the co-occupancy of OCT4, SOX2 and NANOG. They mainly differ from the typical enhancers by the length of the DNA regions they span and by the increased presence of the Mediator coactivator complex. Additionally, they possess a specific transcription factor signature enriched for KLF4 and ESRRB but excluding other ES cell factors such as CTCF or c-Myc. Interestingly, by examining the binding profile of all these factors (data taken from Chen *et al*. [33]) in the genomic regions occupied by SIM2, we found indeed that CTCF and c-Myc were not enriched as opposed to KLF4 and ESRRB (S1 Fig). 

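MED1 and MED12 are subunits of Mediator, a complex that links factors at enhancers to RNA polymerase II. The corresponding ChIP was done in 1 culture of clone A6, without replicates, and the authors called peaks against the A6 input with HOMER. The deposited lists held 762 MED1 peaks and 1071 MED12 peaks, with a median fold over the input of 4.71 and 5.19. The steps of the normalized tag counts correspond to 15.7 M tags for MED1 and 15.0 M for MED12, on the scale of 10 M tags. Peaks were 214 bp wide for MED1 and 216 bp for MED12.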

We performed ChIP-sequencing to investigate the binding genomic regions of MED1 and MED12, the main constituents of the Mediator complex, in the *Sim2* expressing cells. 

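A MED1 peak lay within 100 bp of 147 of the 1229 SIM2 sites (12.0%, 95% Wilson confidence interval 10.3 to 13.9%), and a MED12 peak within 100 bp of 349 (28.4%, 25.9 to 31.0%). As many random intervals overlapped a MED1 peak in 0 cases and a MED12 peak in 1 case (Fisher's exact test, two-sided, p = 1.1e-46 and p = 9.8e-116). Either factor was present at 365 sites and both at 131. With factor peaks at least 8 times the input, 24 sites (1.95%) overlapped a MED1 peak and 82 (6.67%) a MED12 peak. Of the 365 sites, 357 also had a NANOG peak. SIM2 sites with MED1 had a median normalized tag count of 15.9 in A6 against 12.9 without (permutation test, two-sided, p = 1.0e-05, the smallest possible, and 4.0e-05 after adjustment over the 4 factors).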

We revealed a significant overlap between SIM2 binding sites and each of these factors (p-value<2.2E-16, Fig 7). ChIP-seq data available for the MED1 protein [34] confirmed the significant enrichment at the SIM2 binding sites (S1 Fig). Altogether, these results suggest that SIM2 is implicated in conventional enhancers as well as in regulatory functions of super-enhancers.

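NANOG peaks with a SIM2 site carried a MED12 peak in 34.2% of cases (95% Wilson confidence interval 31.4 to 37.2%), against 4.10% (3.78 to 4.44%) of those without (odds ratio 12.2, Fisher's exact test, two-sided, p = 1.4e-181). Within deciles of NANOG tag count the odds ratio was 4.81 (Mantel-Haenszel chi-square test, p = 9.6e-81). For MED1 the shares were 14.6% and 1.93% (odds ratio 8.69, Fisher's exact test, p = 1.8e-68) and the odds ratio within deciles was 3.42. Another SIM2 site lay within the distance commonly used to stitch super-enhancers for 10.6% of the SIM2 sites, while random draws of as many NANOG peaks gave a mean of 4.02% (2.60 to 5.70% in 95% of 1000 draws, permutation test, two-sided, p = 0.002, the smallest the draws can give). The difference was 5.01 percentage points within 5 kb and 7.19 within 25 kb. It was 0.573 percentage points at the 346 sites found in all 3 clones (permutation test, p = 0.615), and it passed the threshold without C4 but not without A6 or without B8, which left 354 and 384 sites. The paper reports enhancer marks, Mediator peaks, overlap with published super-enhancers and a matching profile of other factors at SIM2 sites. From these it proposes that SIM2 takes part in both conventional enhancers and super-enhancers. The SIM2 sites with the highest mean normalized tag counts over the 3 clones, a mean in which A6 weighs most, lay nearest to the transcription start sites of Skap2, Slain2, Elf3, Sall1 and Klf5, and all 5 had a NANOG peak. The geometric mean, chosen after seeing the data, does not depend on the scale of each clone and gave the same 5 sites.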

**Fig 7:**
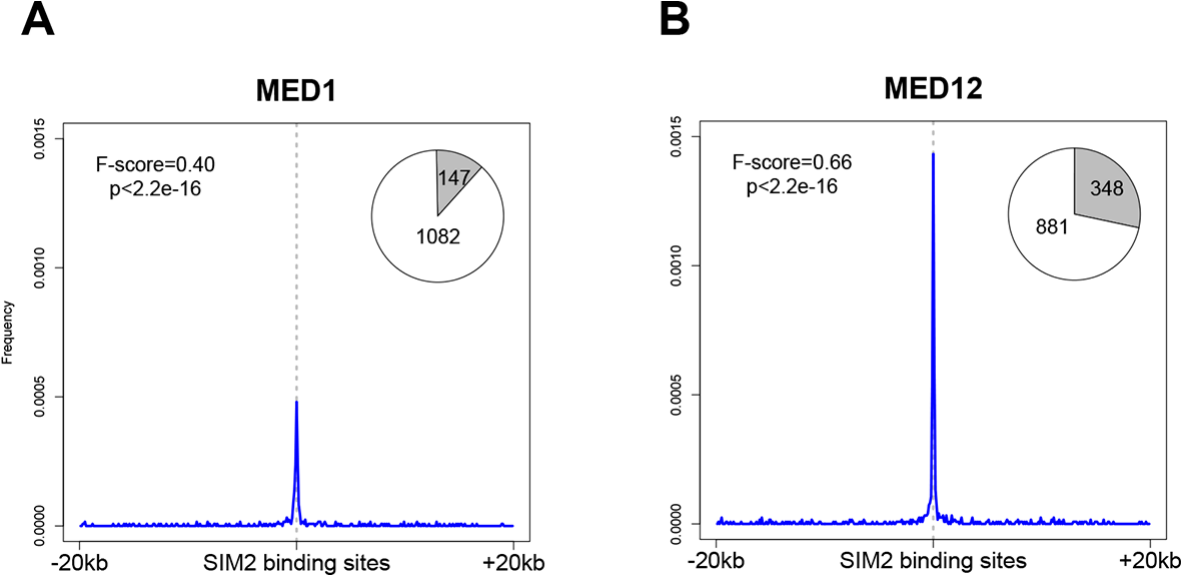
The Mediator complex colocalizes with the SIM2 DNA binding sites. Frequency distribution of MED1 (**a**) and MED12 (**b**) DNA binding sites in a 40kb window centered to the SIM2 peaks. Pie charts show the proportion of SIM2 DNA binding sites overlapping MED1 or MED12 DNA binding sites (in grey) (100bp window). p = Fisher’s exact test p-value; F score: measure of the significance of the association (1 = perfect match).

## Discussion

In this study, we have shown how the identification and characterization of the SIM2 DNA binding sites improve the understanding of its molecular function and potential role in the manifestations of DS.

### SIM2 target genes confirmed the contribution of SIM2 to the DS cognitive impairment

We have identified 1229 binding loci for SIM2 and shown that a significant fraction of target genes located in the vicinity were involved in neuronal development processes. These results suggest that SIM2 may be a candidate gene for some DS phenotypes, in particular the cognitive impairment. These findings validate the hypotheses established so far with studies performed in Drosophila and in mouse models [6–8, 19–23]. In addition, our study enabled the discovery of target genes involved in mechanisms of transcription regulation revealing that SIM2 may have a role of master transcription factor and act upstream of important mechanisms controlling the gene expression in mES cells. By combining RNAPII ChIA-PET data, SIM2 binding sites and the transcriptome analysis in *Sim2* expressing cells, we have established a set of 22 genes that could be considered as direct targets of SIM2. Among them, several genes are known to be involved in molecular functions that could possibly be related to DS manifestations. For instance, the *OTX2* gene (Orthodenticle Homeobox 2) is known as an important transcription factor for the control of brain and craniofacial development [45]. Mutations of this gene have been linked to craniofacial malformations in both mouse and human [46, 47]. Patients harboring *OTX2* mutations present a microphthalmia syndrome associated to multiple features resembling those of DS such as developmental delay, hypotonia or short stature [48]. Similarly, the *ARID1B* gene (AT Rich Interactive Domain 1B), a member of the SWI/SNF chromatin remodeling complex, has been recently associated to cognitive impairment [49] and more specifically to the Coffin-Siris syndrome characterized by intellectual disability, severe speech delay and typical facial features [50, 51]. Finally, the *SYNGR1* gene (Synaptogyrin 1) also constitutes an interesting target gene given its role in synaptic plasticity, as revealed by the *Syngr1* knockout mice [52].

### Overexpression of SIM2 may influence the pluripotency signature of mES cells

The enrichment for enhancer marks at the SIM2 binding loci as well as the relatively small number of peaks located in promoter regions show that SIM2 is mainly recruited to distant regulatory elements for the regulation of its target genes. Here, we reported that SIM2 could bind genomic loci occupied by master transcription factors involved in the control of ES cell pluripotency. Co-immunoprecipitation experiments even suggest that SIM2 can physically interact with these factors and raise the possibility that they are part of the same protein complex. Interestingly, a study using the Drosophila model validated this hypothesis by showing functional interactions between SIM, SOX and POU transcription factors for the control of midline gene expression [53]. An interesting hypothesis has recently been developed regarding the role of pioneer transcription factors in the cells [54]. Indeed, it is well assumed that the recruitment of transcription factors is highly dependent on the chromatin state and that epigenetic modifications will likely influence their binding on the target sequences. Pioneer factors are known to act upstream of classical transcription factors to promote their binding on enhancer regions by modifying the chromatin landscape in order to improve its accessibility. The Forkhead box protein A1 (FOXA1) constitutes a typical example of pioneer factor acting during neuronal differentiation by changing enhancer chromatin signatures to promote the binding of subsequent factors [55, 56]. Interestingly, it has been proposed that OCT4, SOX2 and KLF4 could play a role of pioneer factors at distal enhancers during pluripotency reprogramming [57–59]. Thus, we can hypothesize that the enhancer sequences bound by SIM2 may initially be occupied by pioneer factors such as OCT4, SOX2, NANOG or KLF4 to modify the chromatin structure and facilitate the recruitment of SIM2 in response to specific differentiation signals.

This colocalization also raises the possibility that SIM2 interferes with the binding of the master transcription factors and thus could modify the pluripotent state of mES cells. This function has been previously reported for other factors including CDX2 (Caudal type homeobox 2) [60]. Indeed, it was shown that CDX2 has the ability to interfere with the binding of OCT4, SOX2 and NANOG, inducing the downregulation of their target genes. Since these pluripotency factors are known to control their own expression through auto-regulatory loops, it is likely that the binding interference of CDX2 contributes to the OSN downregulation and thus to the initiation of differentiation processes. The same type of mechanisms could be proposed to explain the function of SIM2, especially since the *Sox2*, *Nanog*, *Klf4* and *Esrrb* genes belong to the list of targets associated to SIM2 binding sites in our results.

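The SIM2 site assigned to Nanog lay on chromosome 6 of mm9 from 122652995 to 122653095, at -4462 bp from the start of the gene, and was found in A6 and B8. It had a normalized tag count of 12.0 in A6, and OCT4, MED1 and MED12 peaks but no NANOG peak within 100 bp. Klf4, on chromosome 4 from 55540013 to 55545347 on the minus strand, had 3 sites downstream, with centres at 55477285, 55488424 and 55490494. They lay 68062, 56923 and 54853 bp from the start of the gene and had normalized tag counts of 17.2, 17.6 and 14.2 in A6. Each of the 3 had a NANOG, an OCT4, a MED1 and a MED12 peak, and the site at 55488424 was found in all 3 clones. Esrrb, on chromosome 12 from 87702067 to 87862578, had 3 sites within the gene, with centres at 87796168, 87842782 and 87845489, all found in A6 and B8. Each had a NANOG peak and none had an OCT4 peak, and the sites at 87842782 and 87845489 also had MED1 and MED12 peaks.

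**Figure D3:**
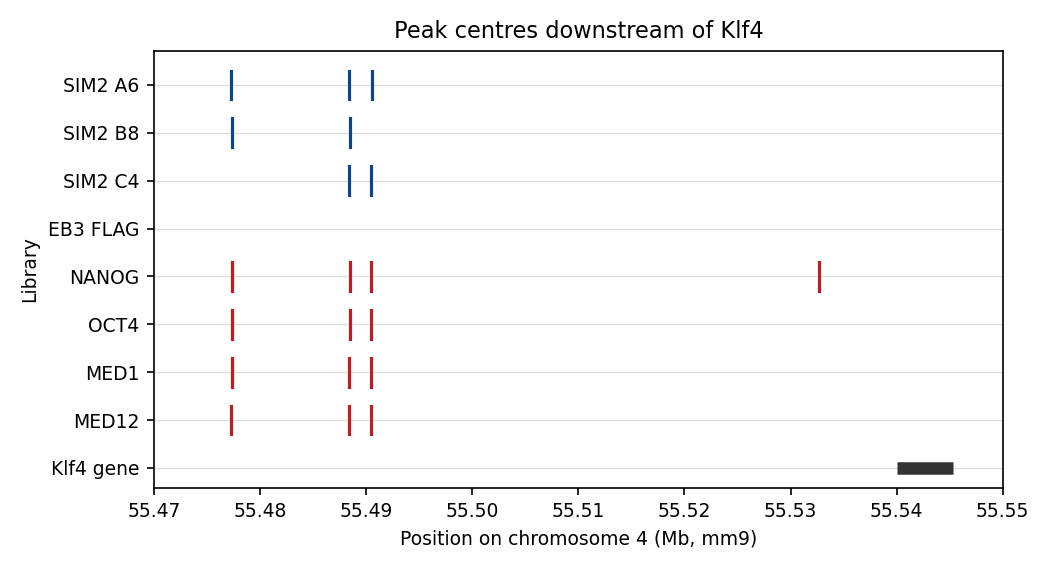
Positions of peak centres on chromosome 4 of mm9 (in Mb) downstream of Klf4, for the 3 SIM2 clones, the EB3 control and the 4 factors in clone A6 (vertical lines, peaks; bar, the Klf4 gene). The sites with centres at 55477285, 55488424 and 55490494 have a peak of each of the 4 factors.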

Interestingly, we have observed that SIM2 can also mark a particular subtype of enhancers called super-enhancers. Those are known to be associated with genes, mostly transcription factors, essential for the maintenance of the ES cell identity [44]. This observation raises the hypothesis that the binding of SIM2 in super-enhancer regions could modify the sensitive balance controlling the transcription program of ES cells and then promote the transition towards specific pathways, most probably neuronal differentiation. Consistently, several transcriptome studies have shown an increased expression of SIM2 in the early stages of the neuronal differentiation [61–63]. The mechanisms responsible for this transition are probably tightly controlled and we hypothesize that the dysregulation of SIM2 could disturb this fragile equilibrium. Further experiments will certainly help to understand the role of SIM2 in the differentiation processes.

Our data open interesting perspectives for the understanding of the mechanisms underlying the DS phenotypes and emphasize the benefit of using an ES cell model to study the function of HSA21 transcription factors.

## Supporting Information

S1 Fig Frequency distribution of published transcription factor binding sites, typical enhancers and super-enhancers in a 40kb window around the SIM2 peaks. Pie charts give the number of SIM2 peaks overlapping with the binding sites of each of the transcription factors, typical enhancers or super-enhancers (in grey) (100bp window). Typical enhancers and super enhancers data were taken from Whyte *et al*. [44]. MED1 ChIP-seq data were taken from Kagey *et al*. [34] and other data from Chen *et al*. [33].
(TIF) Click here for additional data file.

S2 Fig Protein co-immunoprecipitation experiments of SIM2-FLAG with endogenous OCT4, SOX2, KLF4 (left panel) and NANOG (right panel) (replication of the experiment shown Fig 4B). Cellular protein extracts from *Sim2* expressing cells (A6) or EB3 cells were immunoprecipitated by using antibodies directed against each of the pluripotency factors (N-terminal and C-terminal part of NANOG) or IgG as a negative control for co-immunoprecipitation. Associated proteins were immunoblotted using an anti-FLAG antibody. Red star shows the SIM2-FLAG protein, blue star the signal given by the recognition of the IgG heavy chains. Ø: Beads only; kDa: kilodaltons; protein lysat: protein lysat was loaded as an input control for the immunoblot.
(TIF) Click here for additional data file.

S1 Table List of Sim2 DNA binding sites. 

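Each row of the table is a SIM2 binding site in mm9, with the clones in which it was found, its score, its annotation and the genes on either side with their distances to the site.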

(XLSX) Click here for additional data file.

S2 Table Gene Ontology analysis on the putative Sim2 targets. (XLSX) Click here for additional data file.

S3 Table List of differentially expressed genes. (XLSX) Click here for additional data file.

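Genes with a SIM2 site by the assignment of the S1 Table were joined to the expression analysis of the 3 clones against the EB3 parental line. The sites in this list were all among the re-derived sites, 124 in number, and 84 of its genes were also assigned to a site with GENCODE vM1.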

S4 Table List of Sim2 target genes dysregulated in *Sim2* expressing cells. (XLSX) Click here for additional data file.

S5 Table ChIA-PET interactions. 

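Each row links a SIM2 site to a gene through a ChIA-PET interaction, in which proximity ligation joins DNA segments held by the same protein complex. Interactions on 1 chromosome carry the distance from the site to the gene's start. In Table 1, 18 links were within a chromosome and 7 between chromosomes.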

(XLSX) Click here for additional data file.

S6 Table Number of Oct4, Sox2 and Nanog binding sites in the Sim2 expressing cells and the EB3 parental line. 

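The table counts the HOMER peaks of each factor in clone A6 and in the EB3 parental line. For NANOG and OCT4 in clone A6 the counts equal the numbers of peaks in the deposited lists.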

(PDF) Click here for additional data file.

# Supplementary material for: HSA21 Single-Minded 2 (Sim2) Binding Sites Co-Localize with Super-Enhancers and Pioneer Transcription Factors in Pluripotent Mouse ES Cells
**Source:** PLoS One. 2015 May 8;10(5):e0126475. doi: 10.1371/journal.pone.0126475
**Supplement:** S6 Table

Table S6

Letourneau *et al.*

|                                     | OCT4  | SOX2  | NANOG  |
|-------------------------------------|-------|-------|--------|
| <b><i>Sim2</i>-expressing cells</b> | 2'532 | 2'196 | 14'815 |
| <b>EB3 parental line</b>            | 3'880 | 3'614 | 11'368 |

How the deposited data were processed for this re-analysis (not part of the article)

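ChIP-seq peak lists of mouse ES cells were analysed. They came from FLAG ChIP in the 3 Sim2-expressing clones A6, B8 and C4 and in the EB3 parental line, and from NANOG, OCT4, MED1 and MED12 ChIP in clone A6, 8 lists in all. The clones are the replicates of the SIM2 experiment, and each other ChIP has a single library.

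The authors mapped the reads to mm9 with BWA, removed duplicates and called peaks in each library against its input with HOMER's default parameters, and the reads themselves were not used here. The normalized tag count in the deposited lists is a signal that the authors' HOMER run scaled to library size. The deposited focus ratio is a fraction between 0 and 1. The score is the number that the authors' peak caller gave each peak. The total tags are whole counts in 5 of the lists that the authors deposited, and are not whole counts in A6, EB3 and OCT4. The fold over the input, a ratio, and its p-value were also computed by HOMER for the authors.

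Library depth was recovered from the equal steps between normalized tag counts, under HOMER's default of 10 M (megatags). Between 95.7% and 100% of the peaks in each list fell on such steps. The normalized tag count was about equal to the score, both in tags, in A6 and EB3, but 0.500 to 0.503 times the score in B8, C4, NANOG, OCT4, MED1 and MED12. The cause is not stated in the lists. Shares of sites carry 95% Wilson confidence intervals, which cover counting error only.

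Peaks with centres within 100 bp were taken as 1 site of 100 bp, sites with an EB3 peak centre within 100 bp were removed, and sites in at least 2 clones were kept. A factor was taken as present where its peak lay within 100 bp of a site, as with windowBed. Random intervals were drawn with the sites' chromosome frequencies between the lowest and highest peak of each chromosome, in 1000 sets with random seed 1, and Fisher's exact test used the first set. Differences of median tag count were tested by permutation with 100000 resamples. Odds ratios within 10 groups of NANOG tag count used the Mantel-Haenszel chi-square test. Sites within a library are not independent replicates, so these tests describe the libraries. Genes came from GENCODE vM1, and the differentially expressed genes and ChIA-PET links from the paper's tables. The TSS windows of the paper, 100 kb and 1 kb upstream to 300 bp downstream, were used. Motifs were searched as exact patterns in 200 bp windows.

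The genes and sites named were chosen before the data were examined. They are 6 of the genes the paper discusses as targets (Otx2, Arid1b, Syngr1, Nanog, Klf4 and Esrrb), the 5 sites in all 3 clones with the highest mean normalized tag count, and the 3 upregulated and 3 downregulated genes of the S4 Table, with the assignment given there, with the lowest FDR and a site in all 3 clones. Sites of other genes, including others that the paper names as targets, are not reported here.

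Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9 and bedtools 2.31.1. The steps were tested on simulated data. All 980 simulated sites were assigned to the planted number of clones, 300 of 300 planted factor peaks were found, and 4916 of 4916 pairs of a site and a factor were called as bedtools called them. A planted odds ratio of 3 was recovered in 50 of 50 simulations, and the permutation test passed the threshold in 7 of 200 simulations without a difference.

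Alternatives set before the data were examined covered the merging distance, the peak threshold, the EB3 filter, the overlap window, the random intervals, the site set and leaving out each clone. Others were chosen after seeing the data. They were the total tags of B8 for the tag count differences and of all clones for the correlations, all genes of GENCODE vM1 and the sites in all 3 clones for the annotation, the shorter windows and NANOG background for the motifs, and the geometric mean for the sites named.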

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

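The tests of FLAG signal and of depth for the peaks of a single clone, and those of GC content in groups of 2 percentage points and above 40%, were chosen after the results were seen, and the other tests in this part were chosen after the pattern had been seen but before the tests were run.

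The paper sets aside the peaks found in a single clone, and these also lay at NANOG peaks. The NANOG overlap was 68.4% (95% Wilson confidence interval 65.7 to 71.0%) for the 1161 peaks of A6 alone, 52.9% (49.7 to 56.0%) for the 946 of B8 alone and 10.9% (7.50 to 15.6%) for the 229 of C4 alone. Random intervals overlapped NANOG in 6, 3 and 0 cases (Fisher's exact test, two-sided, log10 p of -318.9, p = 6.6e-184 and p = 3.0e-08). None of the 81 EB3 FLAG peaks did, so FLAG signal of the kind found in EB3 does not explain the overlap of A6 alone (Fisher's exact test, p = 8.7e-39). Sites at EB3 peaks had been removed, so FLAG signal that is not from SIM2 but is absent from EB3 could not be tested. Depth and peak threshold remain, since the peaks of A6 alone had fewer tags in A6 than A6 peaks found in another clone, by a difference of -0.43 in median log2 tag count (medians 9.9 and 13.3, permutation test, p = 1.0e-05, the smallest possible). Many of the peaks of A6 alone may be sites that did not pass the threshold in the other clones, whose libraries were smaller. For the peaks of B8 alone this was not tested, and A6 was the deeper library. No biological explanation was tested for this pattern.

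The clones differed in this overlap. The NANOG peaks came from clone A6, so only the peaks of A6 alone were compared with NANOG of their own clone. Whether this lowered the overlap of B8 and C4 was not tested. The peaks of B8 alone overlapped NANOG less often than those of A6 alone, with an odds ratio of 0.518 (Fisher's exact test, p = 3.9e-13). The peaks of C4 alone overlapped NANOG less often than those of A6 alone, with an odds ratio of 0.0566 (Fisher's exact test, p = 1.3e-61). Chromosome 14 does not account for it, because without that chromosome the overlap of C4 alone was 15.8% against 68.7% for A6 alone. The peaks of C4 alone had a median GC content of 30.5%, against 48.0% for A6 alone. Over GC quintiles the odds ratio was 0.0995 (Mantel-Haenszel chi-square test, p = 7.6e-37), but 195 of the peaks of C4 alone fell in the lowest quintile, where their median GC content was 29.5% against 37.5% for the peaks of A6 alone, so the quintiles did not match the clones on GC content. Over groups of 2 percentage points of GC, which leave out the C4 peaks without an A6 peak in their group, the odds ratio was 0.174 (Mantel-Haenszel chi-square test, p = 1.1e-15). The 83 peaks of A6 alone with a GC content under 40% overlapped NANOG in 91.6% of cases and the 197 of C4 alone in 2.54%, so in A6 a GC content under 40% did not go with a low overlap, although few peaks of A6 alone had a GC content as low as most of those of C4 alone. Among the peaks with a GC content of at least 40%, the overlap was 62.5% (20 of 32, 95% Wilson confidence interval 45.3 to 77.1%) for C4 alone and 66.6% for A6 alone, an odds ratio of 0.836 (Fisher's exact test, p = 0.704). A candidate explanation for the difference between the clones is a set of peaks of low GC content in the C4 library that do not lie at regulatory sites. Among the peaks of C4 alone, those with more tags than the median of 11 overlapped NANOG in 18.8% of cases and the others in 6.25% (Fisher's exact test, p = 0.0043). The overlap thus rose with tags but stayed far below that of A6, so weaker peaks in C4 can be neither held responsible nor excluded, and the pattern cannot be told apart from this explanation. No biological explanation was tested, since the clones carry the same transgene and induction.

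Peaks of B8 and C4 alone were in excess on chromosome 14, with 129 of those of B8 and 77 of those of C4 on it. Of these, 69.8% and 87.0% lay between 70 and 110 Mb. The peaks of A6 alone showed no excess, with 50 against 51.4 expected from 1 Mb windows of other chromosomes with the same GC content. By that measure the numbers of C4 alone and B8 alone were 9.38 and 3.14 times the expected ones, so low GC content of the chromosome does not account for them. MED1 and MED12 peaks, both from clone A6, were in excess as well, at 3.97 and 2.03 times the expected numbers. Of the MED1 and MED12 peaks on the chromosome, 81.8% and 69.6% lay between 70 and 110 Mb. NANOG and OCT4 peaks, also from A6, were at 1.25 and 1.19 times the expected numbers. More DNA copies in A6 would be common to all its libraries. The values of NANOG, OCT4 and A6 alone thus argue against copies as the only source of the MED1 and MED12 excesses. Input tags of A6 and other sources of these excesses were not tested. The EB3 control had 9 FLAG peaks on the chromosome, 4.49 times the expected number. Input tags at the peaks of C4 alone were higher on chromosome 14 by a mean of 0.0713 (permutation test, two-sided, p = 0.0282), but 62.3% and 73.7% of the peaks on and off the chromosome were at the lowest input value, so a higher number of DNA copies in C4 can be neither shown nor excluded. The peaks of B8 alone on chromosome 14 overlapped NANOG in 24.0% of cases, against 57.4% of the others (Fisher's exact test, p = 1.2e-12) and a mean of 0.286% of random intervals. A part of them thus lay at NANOG peaks, but a smaller one than on the other chromosomes. Of the peaks of C4 alone on chromosome 14, 1.30% overlapped NANOG. The excess in C4 cannot be told apart from a difference in DNA copies. Copies in B8 were not tested, and no biological explanation other than binding at regulatory sites, by the NANOG overlap above, was tested.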

How the results depend on the processing

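No paired analysis was possible because the SIM2 results compare sites within the clones or sets of intervals, and the only control is a single library. Altogether, 143 alternatives were run for 36 results. Of these, 114 kept the direction and the side of the threshold or stayed within the spread, 10 became weaker, 19 moved and 0 reversed. The overlaps of SIM2 sites with NANOG, OCT4, MED1 and MED12, the odds ratios at NANOG peaks, and the excess of upregulated genes kept their side of the threshold under every alternative run for them. For the overlaps this could hardly have been otherwise, since random intervals met few peaks. Their size did change. With factor peaks at least 8 times the input, the OCT4 share fell from 46.2% to 12.2% and the MED1 share from 12.0% to 1.95%.

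The number of sites depended on the threshold. With peaks at least 8 times the input there were 860, 293 and 79 peaks in A6, B8 and C4, 261 sites in at least 2 clones and 69 in all 3. With the upper 50% of each list by normalized tag count there were 714 and 206 sites. Leaving out one clone at a time and requiring both of the others gave from 354 to 1168 sites.

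Clustering weakened to 0.573 percentage points over the NANOG draws at the sites in all 3 clones, and lay from 0.797 to 6.21 points when each clone was left out. It passed the threshold without C4, but not without A6 (1.07 points, permutation test, p = 0.314) or without B8 (0.797 points, permutation test, p = 0.490), which left 354 and 384 sites. Random subsets of 384 of the 1229 sites had another site nearby for a mean of 3.54% of them (1.04 to 6.25% in 95% of 1000 subsets), against 2.08% of the sites left without B8 (permutation test, p = 0.340), a test chosen after the weakening was seen. The smaller number of sites may therefore contribute to the weaker result. The subset mean still lay above 3.125%, the upper limit of the NANOG draws for 384 sites, so there the smaller number alone need not remove the excess. For subsets of 346 sites, the number in all 3 clones, the mean was 3.20%, above the limit of 2.89%. For subsets of 354 sites, the number without A6, it was 3.25%, below the limit of 3.39%. The subsets cannot decide how much of the weakening the smaller number explains. The single peak of C4 alone at least 8 times the input overlapped NANOG (100%), too few for a test.

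With the tag counts of C4 the differences in SIM2 tag count by NANOG, OCT4, MED1 and MED12 were 0, because the medians tied at 5.1. For NANOG the difference also weakened to 0.10 with a window of 1000 bp and to 0.10 with the total tags of B8, the latter chosen after seeing the data. The cause was not tested.

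Correlations between clones were higher with the score, at 0.71 for A6 and B8, 0.70 for A6 and C4 and 0.64 for B8 and C4. For B8 and C4 the fold over the input gave 0.58. With total tags, chosen after seeing the data, they were 0.69 for A6 and C4 and 0.64 for B8 and C4. Over the peaks of each list, the normalized tag count correlated with total tags at 0.85 in B8 and 0.82 in C4, against 0.99997 in A6. The lower correlations of the normalized tag counts therefore need not mean that the clones differ more. The cause was not tested.

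Of the annotation alternatives, all chosen after seeing the data, all genes of GENCODE vM1 gave 52.2% intergenic sites and 89.7% within 100 kb of a TSS. At the sites in all 3 clones, 61.0% were intergenic and 31.5% intronic. The cause was not tested.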

Differences from the paper's values

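With the protein-coding genes of GENCODE vM1, 56 sites lay in promoters against the paper's 32. No alternative set before the data were examined concerned this number, and all genes of GENCODE vM1, chosen after seeing the values, gave 66.

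The motif shares were lower than those of the paper. The octamer-like motif was found at 9.52% of the sites against about 34% in Fig 4, read by eye. For the second motif the share was 20.9% against about 62% in Fig 4, for the NANOG-like motif 3.74% against about 15% in Fig 4, and for the KLF4-like motif 3.82% against about 26% in Fig 4. The shares here are of exact patterns, and no alternative set before the data were examined concerned them.

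The depth recovered from the FLAG lists lay between 13.6 and 28.7 M tags (megatags) per library, against the paper's 36 to 68 M reads. The paper's numbers are of reads generated, and those here of tags after mapping and removal of duplicates, under an assumed scale of 10 M tags. No alternative was run.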

Other observations

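The tests in this part were chosen before their results were seen, and those of GC content and of narrow groups were chosen after the patterns they concern had been seen.

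SIM2 belongs to the bHLH-PAS factors, whose partner complexes bind the core ACGTG, and Fig 4 lists no such motif. The core was found at 14.1% of the SIM2 sites and in 9.36% of windows 10 kb away (odds ratio 1.59, Fisher's exact test, two-sided, p = 2.0e-05). At the 221 sites without a NANOG peak the share was 23.5%, against 12.0% at sites with one, an odds ratio of 2.26 (Fisher's exact test, p = 2.5e-05). NANOG peaks without a SIM2 site, a background chosen after seeing the data, held the core in 5.07% of cases. Against them the odds ratio for all SIM2 sites was 3.07 (Fisher's exact test, p = 1.9e-29), without matching on GC content. The 12.0% at SIM2 sites with NANOG also lay above this 5.07%, a difference that was not tested. Sites without NANOG had a median GC content of 52.0%, against 47.0% for the others, and over GC quintiles the odds ratio was 2.09 (Mantel-Haenszel chi-square test, p = 0.000364). In the highest quintile the medians still differed, at 55.0% and 53.5%, and over groups of 2 percentage points of GC the odds ratio was 2.04 (Mantel-Haenszel chi-square test, p = 0.000805). GC content at this resolution thus does not account for all of it, and the frequency of CpG, which the core contains, was not tested. A candidate explanation is that a part of the sites without NANOG is bound directly at this core. Most of the sites without NANOG do not hold it, and other technical explanations were not tested.

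Within deciles of NANOG tag count, no difference in the octamer-like motif was detected between NANOG peaks with and without a SIM2 site (odds ratio 1.13, Mantel-Haenszel chi-square test, p = 0.289). The shares without matching were 11.0% and 7.58%. NANOG occupancy alone may therefore account for the frequency of this motif at SIM2 sites. The exact pattern finds fewer sites than Fig 4 shows, so a difference is not excluded.

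Matching on the NANOG tag count removed a part of 2 patterns, but not all of them. SIM2 sites clustered by 6.55 percentage points more than NANOG draws, and by 5.40 percentage points more than draws matched on deciles of tag count (permutation test, p = 0.002, the smallest the draws can give), although no excess passed the threshold at the sites in all 3 clones or when A6 or B8 was left out, sets with fewer sites. The odds ratio of MED12 at NANOG peaks with SIM2 was 12.2, and it fell to 4.81 within deciles of NANOG tag count and to 4.43 within 100 groups of it (Mantel-Haenszel chi-square test, p = 1.6e-69). Draws matched more closely than by deciles were not made for the clustering. The NANOG normalized tag count was 0.502 times the score, both in tags, so it may measure the strength of a peak incompletely. Matching on it cannot exclude that strength explains more of both patterns. Both patterns come from single libraries of clone A6 for the factors, and other differences between NANOG peaks, such as chromatin accessibility, were not tested.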
